# MicroRNA Maturation and MicroRNA Target Gene Expression Regulation Are Severely Disrupted in Soybean *dicer-like1* Double Mutants

**DOI:** 10.1534/g3.115.022137

**Published:** 2015-12-15

**Authors:** Shaun J. Curtin, Jean-Michel Michno, Benjamin W. Campbell, Javier Gil-Humanes, Sandra M. Mathioni, Reza Hammond, Juan J. Gutierrez-Gonzalez, Ryan C. Donohue, Michael B. Kantar, Andrew L. Eamens, Blake C. Meyers, Daniel F. Voytas, Robert M. Stupar

**Keywords:** dicer-like, miRNA, genome engineering, ZFN, soybean

## Abstract

Small nonprotein-coding microRNAs (miRNAs) are present in most eukaryotes and are central effectors of RNA silencing-mediated mechanisms for gene expression regulation. In plants, DICER-LIKE1 (DCL1) is the founding member of a highly conserved family of RNase III-like endonucleases that function as core machinery proteins to process hairpin-like precursor transcripts into mature miRNAs, small regulatory RNAs, 21–22 nucleotides in length. Zinc finger nucleases (ZFNs) were used to generate single and double-mutants of putative soybean *DCL1* homologs, *DCL1a* and *DCL1b*, to confirm their functional role(s) in the soybean miRNA pathway. Neither DCL1 single mutant, *dcl1a* or *dcl1b* plants, exhibited a pronounced morphological or molecular phenotype. However, the *dcl1a*/*dcl1b* double mutant expressed a strong morphological phenotype, characterized by reduced seed size and aborted seedling development, in addition to defective miRNA precursor transcript processing efficiency and deregulated miRNA target gene expression. Together, these findings indicate that the two soybean *DCL1* paralogs, *DCL1a* and *DCL1b*, largely play functionally redundant roles in the miRNA pathway and are essential for normal plant development.

Plants produce two main small RNA (sRNA) populations, microRNAs (miRNAs) and small-interfering RNAs (siRNAs) (Chen 2010). miRNAs are generated from hairpin-like precursor transcripts that are partially self-complementary; the 21–22 nucleotide (nt) mature miRNAs are crucial for directing the targeting of endogenous messenger RNA (mRNA) transcripts for RNA-induced silencing complex (RISC)-mediated cleavage or, in some cases, translational repression (Millar and Waterhouse 2005; Bartel 2009; Voinnet 2009). siRNAs, which represent approximately 90–95% of the global sRNA population in plants, are generated from perfectly double-stranded RNA (dsRNA) derived from replicating viruses, transposons and other classes of repetitive DNA, or introduced transgenes (Waterhouse *et al.* 1998; Baulcombe 2004; Voinnet 2009). In addition, secondary siRNAs (21–22 nt) are derived from either mRNAs of protein-coding genes, or from long nonprotein-coding RNAs. The enzyme family responsible for processing a sRNA from its precursor transcript is the Dicer (Dcr) family of RNase III-like endonucleases (Bernstein *et al.* 2001). Many eukaryotes encode multiple Dcr family members, and each Dcr can mediate specialized, yet often redundant roles. In *Caenorhabditis elegans*, however, a single Dcr is responsible for both miRNA and siRNA production (Duchaine *et al.* 2006). *Drosophila melanogaster* encodes two Dcrs: Dcr1 is required for miRNA biogenesis and Dcr2 is responsible for siRNA production (Tomari and Zamore 2005). The first plant Dcr identified was in *Arabidopsis thaliana* (*Arabidopsis*) via the characterization of a mutant plant originally termed *carpel factory* (*caf*), due to the floral meristem defects expressed by *caf* mutants (Jacobsen *et al.* 1999). Subsequently, the *CAF* gene was determined to encode a protein with similarities to animal Dcrs, and was therefore renamed *DICER-LIKE1* (*DCL1*). Furthermore, the severe developmental phenotype expressed by *caf* plants has been shown to result from the ectopic expression of genes that are normally under miRNA regulation. In brief, the *dcl1* mutation led to reduced miRNA precursor transcript processing (cleavage) efficiency, reduced mature miRNA accumulation, and deregulated miRNA target transcript expression.

To date, several *Arabidopsis dcl1* alleles have been reported, including the weak *dcl1-7* (*short integument1-1*) hypomorphic mutant and the embryo lethal *dcl1-5* (*suspensor1-5*) mutant (Schauer *et al.* 2002). In rice, hairpin directed *DCL1* knock-down transformants express severe developmental phenotypes in strongly silenced lines and lesser pleiotropic developmental defects in weakly silenced lines (Liu *et al.* 2005). In common bean, *Phaseolus vulgaris*, the authors demonstrated disruption of miR399 expression in composite plants transformed with a PvDCL1 hairpin reagent (Valdes-Lopez *et al.* 2008). A maize *dcl1* mutant plant named *fuzzy tassel* (*fzt*) was recently identified by screening an ethyl methane sulfonate-mutagenized population and *fzt* plants displayed severe developmental defects (Thompson *et al.* 2014). The model moss species, *Physcomitrella patens* encodes four DCL proteins, including two DCL1 homologs, DCL1a and DCL1b. Curiously, PpDCL1a and PpDCL1b have been demonstrated to play distinct functional roles in the *P. patens* miRNA pathway (Khraiwesh *et al.* 2010). The PpDCL1a protein functions identically to its *Arabidopsis* ortholog AtDCL1, processing miRNA precursor transcripts as well as being involved in the production of the phased class of siRNAs, termed pasiRNAs. However, the PpDCL1a paralog, PpDCL1b, is not required for miRNA production. Instead, PpDCL1b is involved in the miRNA-directed target transcript cleavage stage of the *P. patens* miRNA pathway (Khraiwesh *et al.* 2010).

The genome of the paleopolyploid legume *Glycine max* (soybean) has retained a high level of gene duplication, with approximately 75% of the genes present in more than a single copy (Schmutz *et al.* 2010; Roulin *et al.* 2013). This identifies soybean as an interesting system for investigating the divergence of ancient homologous genes, with the potential to exhibit patterns of subfunctionalization or neofunctionalization (Force *et al.* 1999; Curtin *et al.* 2012). Soybean has retained two putatively functional *DCL1* gene copies that encode proteins which are highly conserved orthologs of the well-characterized AtDCL1. The Gm*DCL1a* and Gm*DCL1b* loci are located in a large syntenous block between chromosomes 3 and 19 (Schmutz *et al.* 2010; Curtin *et al.* 2012). Gm*DCL1a* was designated with the gene identifier Glyma03g42290 in the version 1 genome assembly (Schmutz *et al.* 2010) and Glyma.03g262100 in the version 2 assembly. Gm*DCL1b* was designated the identifiers Glyma19g45060 and Glyma.19g261200 in the first and second genome assemblies, respectively (Schmutz *et al.* 2010). While some transcriptional differences have been noted for the two Gm*DCL1* gene copies (Curtin *et al.* 2012), the duplicated nature of the two soybean *DCL1* genes makes it difficult to define the functional role each plays in miRNA-directed RNA silencing in soybean.

While a number of soybean mutant lines have been generated via random mutagenesis (Cooper *et al.* 2008; Hancock *et al.* 2011; Cui *et al.* 2013; Bolon *et al.* 2014), mutants for these two Gm*DCL1* loci are not readily available. Therefore, targeted mutagenesis using site-specific nucleases (SSNs) offers a promising approach for creating site-specific mutations in these duplicate genes, as has been previously demonstrated in soybean (Curtin *et al.* 2011; Haun *et al.* 2014; Jacobs *et al.* 2015; Sun *et al.* 2015). SSNs are synthetic enzymes with programmable DNA target specificities that are used to introduce double-strand breaks at specific loci. The double-stranded break is rapidly repaired by the host’s error-prone nonhomologous end joining (NHEJ) repair pathway, a repair mechanism that often results in the introduction of small insertion-deletions (indels) that range in size from one to many hundreds of base pairs (Voytas 2013). In a previous study, we engineered a zinc finger nuclease (ZFN) to target both Gm*DCL1* copies and demonstrated its capacity to generate mutations in somatic hairy-root tissue. Here, the *DCL1*-targeting ZFN was used to generate heritable *dcl1a* and *dcl1b* mutations in whole soybean plants. Furthermore, the mutations were combined via a standard genetic crossing approach to generate the *dcl1a/dcl1b* double mutant. The miRNA pathway was assessed in single and double mutant plants to gain new insights into the functional redundancies exhibited by the Gm*DCL1* paralogs in this gene expression regulatory pathway that is central to plant development.

## Material and Methods

### The transformation of zinc finger nucleases targeting DCL1

The identification of the *DCL1* target site, construction of the *DCL1* zinc finger nuclease, and functional confirmation in somatic soybean tissue for targeting both copies of the *DCL1a* and *DCL1b* nuclease has been previously reported (Curtin *et al.* 2011). The ZFN transgene was transformed into *Agrobacterium rhizogenes* strain 18r12, and the DCL1-ZFN harboring *A. rhizogenes* culture was used to transform whole plant soybean cultivar ‘Bert’ as described previously (Paz *et al.* 2006; Curtin *et al.* 2011).

### Detection of ZFN-induced mutations

DNA was extracted from soybean leaf chads of ZFN-transformed plants using the previously described CTAB extraction method (Curtin *et al.* 2008). To detect ZFN-induced mutations, both the *DCL1a* and *DCL1b* targeted loci were amplified using primers; 5′-ATCTGTACTAATGCAGAGGATCTGG-3′ and 5′-CAAGTGATCCAGG CAGTGGGTGTACG-3′ for *DCL1a*, and 5′-ATCCAGCCAAGCCTTCCGTATCCAC-3′ and 5′-AAGTTTTGTCATGTGTCTCTTCG-3′ for *DCL1b*. The resulting amplicons were digested for 6 hr at 37° with *Psi*I and visualized via standard gel electrophoresis. Cleavage-resistant amplicons were gel purified, cloned into the pGEM-T Easy vector (Promega), and sequenced. Subsequent genotyping of the *DCL1* loci in nontransgenic progeny was performed using the PCR amplicon digestion strategy previously described in Curtin *et al.* (2011).

### Development of single and double mutants and phenotypic analyses

T_0_ plants harboring mutations were allowed to self-pollinate to homozygous specific mutated alleles and remove the ZFN transgenes through genetic segregation in subsequent generations. Different combinations of alleles at the *DCL1a* and *DCL1b* loci were stacked together through a series of cross-fertilization and selfing generations. Plants were genotyped for the introduced transgene using PCR and genotyped for the mutant alleles using PCR followed by restriction digestion assays. The single and double-mutants were monitored for gross morphological phenotypes compared to the fully wild-type segregants. For the single mutant phenotypic analyses, seeds were germinated in sterile Metro Mix, inoculated with *Bradyrhizobium* USDA110 strain, and cultivated in a temperature controlled growth chamber for 14 d.

### Small RNA and RNA-Seq library sequencing and informatics analyses

Total RNA from plant leaves or whole-plants was isolated using the Purelink Plant RNA Reagent (Invitrogen; Cat#12322-012). Small RNA libraries were constructed using the Illumina TruSeq Small RNA sample preparation kit (RS-200-0012) and RNA-Seq libraries were prepared using the Illumina TruSeq RNA sample preparation kit (RS-122-2001). All libraries were sequenced on an Illumina HiSeq2000 instrument at the Delaware Biotechnology Institute of the University of Delaware. The raw sequences were processed by bioinformatic removal of linker adaptor sequences and the trimmed reads matched to the soybean genome, Wm82.a2.v1 (Schmutz *et al.* 2010). To facilitate library comparison between each assessed mutant background, the count/abundance of each mutant population was normalized to its corresponding control based on a sequencing read depth and visualized using the gplots package in R statistical environment (R Development Core Team 2013). Raw RNA-Seq libraries were processed using *Tophat* (Trapnell *et al.* 2009) to map the reads to the soybean genome, Wm82.a2.v1 (Schmutz *et al.* 2010). Genome mapped reads were assembled and a ‘merged’ transcriptome assembly was generated using *Cufflinks*. Quantification of gene expression levels was done using *featureCounts* (Liao *et al.* 2014) to create count tables. These count tables were imported to R statistical environment (R Development Core Team 2013) where lowly expressed reads were filtered out and the data were normalized using *DESeq* to identify differentially expressed genes. Due to the difficulty of generating replicates, we needed to calculate dispersion under the assumption that the mean of the libraries being compared would be a good predictor for the dispersion. Under this assumption, it is possible to calculate differentially expressed transcripts from the samples (Love *et al.* 2014). While several miRNA targets were previously identified (Arikit *et al.* 2014), their analysis was done on a previous version of the soybean genome. In order to identify differentially expressed miRNA target genes with the current genome annotation, it was necessary to predict and validate individual miRNA target genes. The identification of miRNA targets was performed using the *sPARTA* package (Kakrana *et al.* 2014) built-in target prediction module *mirFerno*. Nine PARE libraries were utilized to validate those targets and targets were determined ‘real’ if the target had an adjusted *P*-value <0.05. The validated targets were then mapped back to the previously identified differentially expressed transcripts to confirm differentially expressed miRNA target genes.

### Quantitative real time PCR (RT-qPCR)

RT-qPCR was used to quantify the relative expression of protein-encoding transcripts determined to be miRNA target genes. Reactions were performed using FastStart Universal SYBR Green Mix kit (Roche) on a LightCycler 480 Instrument (Roche). Primers were designed for a small subset of miRNA target transcripts based on previously published reports (Kulcheski *et al.* 2011; Song *et al.* 2011). *ACTIN* (gene model Glyma.15G050200) and *ELONGATION FACTOR1 ALPHAGENE* (Glyma.17G186600) were used as reference genes to normalize miRNA target gene expression. RT-qPCR reactions consisted of 0.3 μM of each primer and 1× FastStart Universal SYBR Green Mix in a final reaction volume of 10 μl with the cDNA template obtained from 2000 ng of total RNA. Primer efficiencies and Cq values were determined using the LingRegPCR v2013.0 software (Ruijter *et al.* 2009). Normalized copy number and expression were calculated using previously-described equations (Hellemans *et al.* 2007) for multiple reference genes, and the results were standardized using an adapted version of the Microsoft Excel Qgene template (Muller *et al.* 2002). Three technical replicates were performed for each of the two biological replicates. Error bars represent standard error of the mean between biological replicates.

### Data availability

RNA-Seq raw data are available on Sequence Read Archive under the accession GSE76036 or can be accessed through the soybean gene analysis link (https://mpss.udel.edu/dbs/index.php?SITE=soy_RNAseq).

## Results

### Targeted mutagenesis of DCL1a and DCL1b with zinc finger nucleases

Previous work investigating the relative transcription of *DCL1a* and *DCL1b* across a panel of stress treatments indicated only minor expression differences for these two genes (Curtin *et al.* 2012). Publicly available RNA-Seq data from various soybean tissues (Nakano *et al.* 2006; Severin *et al.* 2010) further confirmed that *DCL1a* and *DCL1b* transcript levels are relatively similar to one another with no obvious signs of transcriptional specialization. Mutations for these genes were therefore desirable to investigate potential divergences between the *DCL1* gene copies. Having previously reported a highly active CoDA-engineered ZFN (Sander *et al.* 2011) that can introduce somatic mutations in *DCL1a* and *DCL1b* (Curtin *et al.* 2011), we sought to introduce these reagents into whole plants with the purpose of creating knock-out mutations in both *DCL1* loci (Figure 1A). Since the targeted region is located in the seventeenth and eighteenth exon of *DCL1a* and *DCL1b* respectively, coding sequences that encode for the functionally crucial PAZ domain, it was presumed that frameshift mutations at the targeted site would result in the generation of the desired functional knock-outs. Furthermore, the ZFN target site is highly conserved across multiple plant species, including *Arabidopsis*, Medicago and common bean (Figure 1B), further suggesting that the introduction of in-frame mutations in this region would perturb normal gene function.

**Figure 1:**
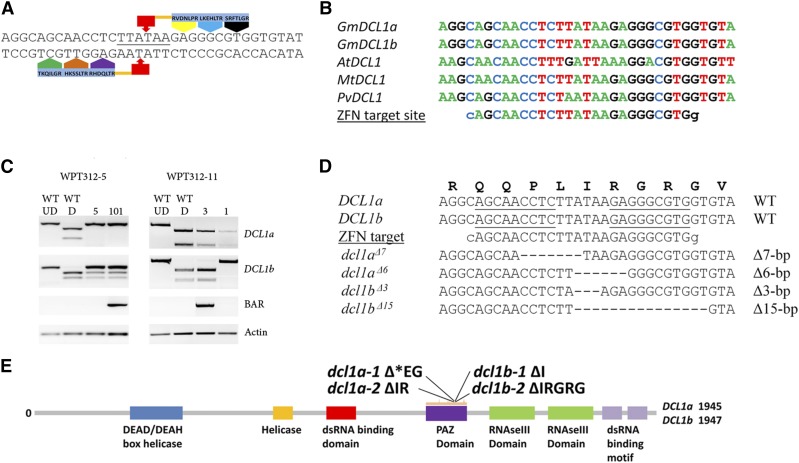
Generation of whole plant *dcl1* mutants in soybean using zinc finger nuclease. (A) Schematic of zinc finger nuclease (ZFN) monomers bound to the target DNA. The target sequence of both left and right zinc finger arrays (ZFAs) recognize a 9 bp sequence, with underlined sequences representing the *Psi*I restriction site used in conjunction with a PCR-based assay to identify putative transformants harboring the desired mutations. (B) Sequence alignment of the homologous *DCL1*a and *DCL1*b ZFN target sites between legume species and *Arabidopsis*, highlighting the high level of sequence conservation of the targeted region. (C) The PCR digestion assays of T_1_ progeny from putative transformant lines, WPT312-5 and WPT312-11. Undigested bands indicate mutated DNA sequences. The presence of the ZFN transgene was detected by an additional PCR screen specific for the *BAR* transgene. ‘D’ and ‘UD’ denotes digested and undigested amplicons, respectively. (D) Sequence confirmation of the *dcl1a* and *dcl1b* mutant alleles identified in ZFN-transformed whole-plants. (E) A schematic of the DCL1 protein, highlighting the location of the four mutations within the exon encoding the functionally essential PAZ domain.

Two soybean T_0_ plants, WPT312-5 and WPT312-11, determined to putatively harbor site-specific mutations, were recovered from a pool of 12 transformant lines (Supporting Information, File S1). Respective 6 bp and 7 bp deletions were identified at the two *DCL1a* homologs in the T_0_ plant WPT312-5. This plant was also found to have a mono-allelic 3 bp deletion of one *DCL1b* locus. Therefore, the genotype of the T_0_ plant WPT312-5 was denoted as *dcl1a*^Δ^*^6^/dcl1a*^Δ^*^7^/DCL1b/dcl1b*^Δ^*^3^* (Figure 2). Mutations were also confirmed in the second T_0_ plant, WPT312-11, which harbored a mono-allelic 15 bp deletion at the *DCL1b* locus (genotype was denoted as *DCL1a/DCL1a/DCL1b/dcl1b*^Δ^*^15^*) (File S1). Both plants were self-fertilized and the resulting T_1_ progeny screened to confirm heritable transmission of the mutated alleles, along with the removal of one or more transgenes by genetic segregation (Figure 1C). Six progeny were identified that carried the introduced mutations, but did not carry the transgenes. Since these mutant segregants were nontransgenic, this was considered the M_1_ generation (Figure 2). Seed from these M_1_ plants were bulk harvested for further analyses. The names and mutant allele composition of these plants are displayed in Table 1. The mutated alleles in the M_1_ plants were sequenced and heritable transmission of each mutation was confirmed (Figure 1, D and E, and File S2).

**Figure 2:**
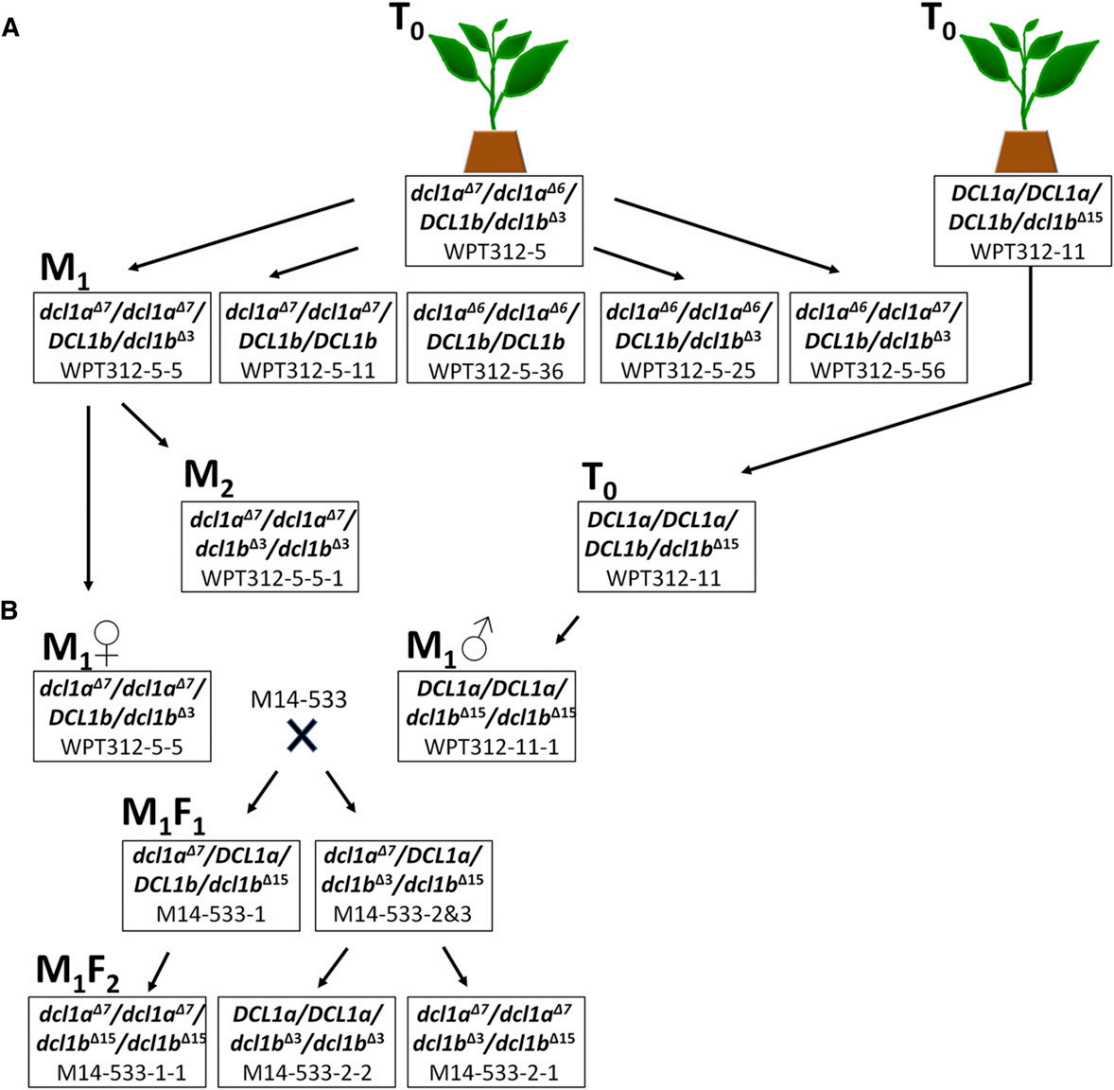
Schematic outlining the experimental approach used to generate single and double *dcl1* mutants. (A) Single and double *dcl1* mutations were identified from whole plant transformants, WPT312-5 and WPT312-11. The two T_0_ plants were self-fertilized, and progeny screened for both single and double mutations (among the *dcl1a*^Δ^*^7^*, *dcl1a*^Δ^*^6^*, *dcl1b*^Δ^*^15^* alleles) as well as removal of the ZFN (zinc finger nuclease) transgenes by genetic segregation. (B) The WPT312-5-5 (*dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/DCL1b/dcl1b*^Δ^*^3^*) and WPT312-11-1 (*DCL1a/DCL1a/dcl1b*^Δ^*^15^/dcl1b*^Δ^*^15^*) plants were used as parents for a cross-fertilization experiment to introduce the *dcl1b*^Δ^*^15^* mutant allele into the *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/DCL1b/DCL1b* background, and to also isolate the *dcl1b*^Δ^*^3^* mutant allele in a wild-type *DCL1a* background.

**Table 1:** Combinations of *dcl1a* and *dcl1b* mutant alleles

Plant Identifier	Genotype	Generation	Transgene
WPT312-5	*dcl1a*^Δ^*^7^/dcl1a*^Δ^*^6^/DCL1b/dcl1b*^Δ^*^3^*	T_0_	Yes
WPT312-11	*DCL1a/DCL1a/DCL1b/dcl1b*^Δ^*^15^*	T_0_	Yes
WPT312-5-11	*dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/DCL1b/DCL1b*	M_1_	None
WPT312-5-36	*dcl1a*^Δ^*^6^/dcl1a*^Δ^*^6^/DCL1b/DCL1b*	M_1_	None
WPT312-11-1	*DCL1a/DCL1a/dcl1b*^Δ^*^15^/dcl1b*^Δ^*^15^*	M_1_	None
WPT312-5-5	*dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/DCL1b/dcl1b*^Δ^*^3^*	M_1_	None
WPT312-5-25	*dcl1a*^Δ^*^6^/dcl1a*^Δ^*^6^/DCL1b/dcl1b*^Δ^*^3^*	M_1_	None
WPT312-5-56	*dcl1a*^Δ^*^6^/dcl1a*^Δ^*^7^/DCL1b/dcl1b*^Δ^*^3^*	M_1_	None
WPT312-5-5-1	*dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^*	M_2_	None
M14-533-1	*DCL1a/dcl1a*^Δ^*^7^/DCL1b/dcl1b*^Δ^*^15^*	M_1_F_1_	None
M14-533-2 & 3	*DCL1a/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^15^*	M_1_F_2_	None
M14-534-1 & 2	*DCL1a/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^15^*	M_1_F_2_	None
M14-533-1-1	*dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/ dcl1b*^Δ^*^15^/dcl1b*^Δ^*^15^*	M_1_F_2_	None
M14-533-2-1	*dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/ dcl1b*^Δ^*^3^/dcl1b*^Δ^*^15^*	M_1_F_2_	None

A series of self-pollination and cross-fertilization experiments were conducted to isolate single homozygous mutant individuals and combine *dcl1a* and *dcl1b* alleles in a *dcl1a*/*dcl1b* double mutant (Figure 2, A and B). This approach resulted in the identification of several homozygous single mutants including plants with the allele combinations of *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/DCL1b/DCL1b*, *dcl1a*^Δ^*^6^/dcl1a*^Δ^*^6^/DCL1b/DCL1b*, *DCL1a/DCL1a/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^*, and *DCL1a/DCL1a/dcl1b*^Δ^*^15^/dcl1b*^Δ^*^15^*. Furthermore, several double mutant combinations were also identified, including plants with the allele combinations *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^15^* and the homozygous genotypes *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^*, and *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^15^/dcl1b*^Δ^*^15^* (File S3 and Table 1).

### Phenotypic analysis of single and double dcl1 mutants

Phenotypic analyses were performed on the single homozygous mutant plants *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/DCL1b/DCL1b*, *dcl1a*^Δ^*^6^/dcl1a*^Δ^*^6^/DCL1b/DCL1b*, and *DCL1a/ DCL1a/dcl1b*^Δ^*^15^/dcl1b*^Δ^*^15^*. These plants were evaluated for developmental abnormalities, including height differences, and/or altered nodulation characteristics. No noticeable phenotype was observed in any of the analyzed single mutants (Figure 3A), revealing no evidence for subfunctionalization or neofunctionalization of the soybean *DCL1* homologs.

**Figure 3:**
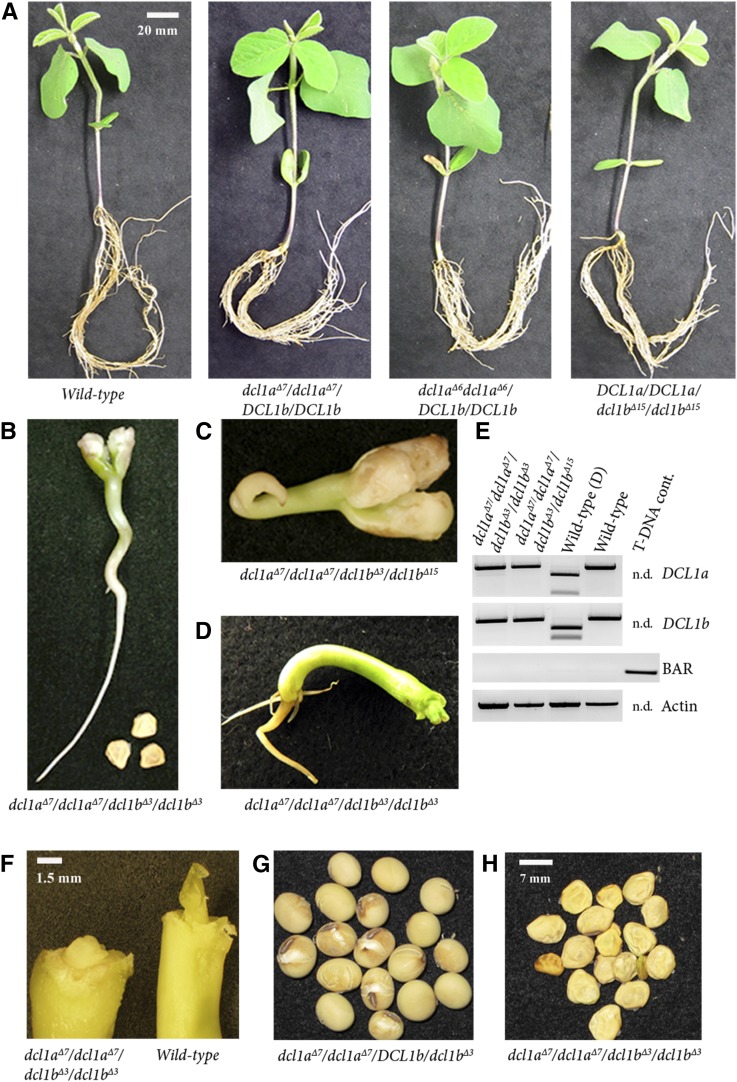
Phenotypic analysis of single and double *dcl1* mutants. (A) Fourteen-day-old single homozygous *dcl1a* or *dcl1b* mutant plants exhibiting no obvious developmental abnormalities. (B–D) Developmental abnormalities were observed in 14-day-old *dcl1a*/*dcl1b* double mutant plants: *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/ dcl1b*^Δ^*^3^* and *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^15^*. A *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^* plant with removed cotyledons revealed an apical meristem that could not differentiate. Heterozygote plants with a wild-type allele of *DCL1b* had a wild-type appearance. (E) PCR restriction-digestion assays showed that both assessed plants (B–D) are double-mutants (PCR bands are resistant to digestion) and that they are nontransgenic (no band was amplified in the BAR PCR reaction, while a positive control transgenic plant produced the BAR band). (F) Four-day-old *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^ /dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^* mutant and wild-type seedlings after removal of the cotyledons to expose the shoot apical meristem (SAM). The mutant SAM could not initiate leaves, presumably due to defective miRNA processing. (G–H) Seed phenotypes displayed by *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/DCL1b/dcl1b*^Δ^*^3^* and *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^* plants. Seed from the plant with one wild-type *DCL1b* allele, *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/DCL1b/dcl1b*^Δ^*^3^* genotype, exhibit a wild-type phenotype while seed of the homozygous double-mutant plant, *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^*, are shrunken and shriveled and can only germinate under specific induction conditions.

The previous segregation analysis of the progeny of T_0_ plant WPT312-5 (*dcl1a*^Δ^*^6^/dcl1a*^Δ^*^7^/DCL1b/dcl1b*^Δ^*^3^*) did not identify a viable homozygous double mutant *dcl1* plant (Figure 2A). Approximately one-sixteenth of segregating T_1_ seed failed to germinate with the planted seeds consequently rotting in soil. This strongly indicated that plants harboring the double *dcl1* mutation had an embryonic lethal phenotype, or that the mutations exacerbated embryonic dormancy. To rule out seed dormancy, we introduced a seed stratification step, namely 5 d incubation at 4° on sterile filter paper, followed by 3 d room temperature incubation in the dark. Two d poststratification, three seeds germinated, as evidenced by the emergence of the embryonic axis. The seed coats were gently removed to facilitate complete germination.

The stratification, incubation, and seed coat removal steps allowed for the observation of early developmental phenotypes in *dcl1* double mutants. Two different double mutant genotypes were evaluated, including the *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^* and *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^15^* backgrounds. Seedlings grew to approximately 5–7 cm in height and exhibited striking developmental phenotypes. These included a lopsided differentiation of the vascular tissue, a hallmark of miRNA deregulation (Lobbes *et al.* 2006; Allen *et al.* 2007; Eamens *et al.* 2012), resulting in a wavy stem phenotype. There was also no sign of radial root growth or leaf initiation at the shoot apical meristem. Removal of the atrophied cotyledons revealed a shoot apical meristem that was either delayed or not capable of shoot initiation (Figure 3, B–D). A PCR digestion assay revealed digestion-resistant amplicons from the *DCL1a* and *DCL1b* loci, confirming the biallelic mutations harbored by the plant (Figure 3E). Sequencing of these amplicons confirmed the genotype status of the double mutation (File S3). In addition, apical meristem disruption and a shrunken seed phenotype were readily observed to correlate with double-mutant genotypes (Figure 3, F–H).

### Assessment of miRNA processing and function in single and double dcl1 mutants

miRNAs require *DCL1* for their maturation from their hairpin structured precursor transcripts. Upon maturation, miRNAs are key regulators of gene expression in development and in responses to the environment, such as abiotic stress or pathogen attack (Liu *et al.* 2008). Furthermore, disrupted miRNA biogenesis is a hallmark of previously characterized *dcl1* mutants in multiple plant species (Schauer *et al.* 2002; Liu *et al.* 2005; Valdes-Lopez *et al.* 2008; Khraiwesh *et al.* 2010; Thompson *et al.* 2014). We therefore expected to detect a global reduction of total miRNA accumulation, combined with globally elevated miRNA target gene expression in our soybean *dcl1* mutants. To test this, sRNA populations were profiled from two biological replicates of 14-day-old leaf material for wild-type plants and the homozygous single mutants; *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/DCL1b/DCL1b*, *dcl1a*^Δ^*^6^/dcl1a*^Δ^*^6^/DCL1b/DCL1b*, and *DCL1a/ DCL1a/dcl1b*^Δ^*^15^/dcl1b*^Δ^*^15^*. 

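Small RNA libraries were made from leaves of 14-day-old plants of 5 genotypes, with 2 biological replicates of each. These were wild type, 2 dcl1a lines, dcl1b and a line that Table S1 lists as dcl1a(-/-) dcl1b(-/+). Neither Table S1 nor the sample labels state which dcl1a line carries the Δ7 allele and which the Δ6 allele, so the lines are called dcl1a line 1 and dcl1a line 2 after their numbers. The paper's scheme of the DCL1 protein numbers the frameshift allele (Δ7) dcl1a-1 and the in-frame allele (Δ6) dcl1a-2, without tying these numbers to libraries. The label of replicate 1 of the dcl1a(-/-) dcl1b(-/+) line gives it as homozygous for both mutations, and the libraries were grouped by Table S1. As a check on the genotypes, reads spanning the ZFN site were sought first. Only 1 was found, in that same library, and it held the Δ7 deletion of DCL1a, so the genotypes of these 10 libraries could not be checked from their reads. The authors removed the linker adaptor sequences and deposited the number of reads of each distinct sequence of 18 to 34 nt, without normalization. The wild-type libraries held 15953001 and 27492951 reads, those of dcl1a line 1 held 15955206 and 16415995, and those of dcl1a line 2 held 29182866 and 22309674. The dcl1b libraries held 41256002 and 27574504 reads, and those of dcl1a(-/-) dcl1b(-/+) held 25307481 and 33673698. From these files, a read was counted for a miRNA when its whole sequence equalled a mature sequence of Table S1. The 554 names in Table S1 stand for 408 distinct sequences, and 264 of these had at least 1 read in the 10 libraries. Counts were divided by the total reads of each library and are given as CPM. The paper normalized by read depth, but the scale of Table S1 is not proportional to these totals, and it was run as an alternative. Differential accumulation was tested with edgeR's quasi-likelihood test on all 10 libraries together, for the 120 miRNAs that passed its filter on low counts (filterByExpr), with Benjamini-Hochberg adjustment and a threshold of 0.05.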

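Each mutant was compared with the 2 wild-type leaf libraries over the 120 miRNAs tested. edgeR's quasi-likelihood test called 0 miRNAs changed in dcl1a line 1, dcl1a line 2, dcl1b and dcl1a(-/-) dcl1b(-/+). At an unadjusted p under 0.05, it listed 1, 3, 0 and 5 miRNAs in these 4 mutants, and DESeq2, which also called 0 in each of them, listed 0, 3, 1 and 5. The smallest adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.996 in dcl1a line 1, 0.903 in dcl1a line 2, 0.981 in dcl1b and 1.00 in dcl1a(-/-) dcl1b(-/+). The fitted change was larger than 2-fold in either direction for 6, 10, 8 and 12 of the 120 miRNAs. Between the 2 replicates of 1 genotype, 18 of the 120 miRNAs differed by more than 2-fold in wild type, 17 in dcl1a line 1, 37 in dcl1a line 2, 47 in dcl1b and 54 in dcl1a(-/-) dcl1b(-/+). In counts simulated from these libraries with 30 of the 120 miRNAs changed, the same test recovered 1.67% of the miRNAs changed 2-fold, 44.8% of those changed 4-fold and 83.3% of those changed 8-fold. The alternative that moved the number of calls most was leaving out replicate 2 of dcl1a(-/-) dcl1b(-/+), which left replicate 1 alone against wild type. It called 4 miRNAs, with miR159a-3p, miR2119 and miR5559 higher and miR5770b lower. Without replicate 1 of dcl1a line 2, 1 miRNA (miR164a) was called higher in that line. These 5 miRNAs were named after their values were seen, apart from miR159a-3p.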

The mutants exhibited minimal differences in miRNA levels compared with the wild-type control, indicating probable functional redundancy between the homologous *DCL1a* and *DCL1b* genes (Figure 4 and Table S1).

**Figure 4:**
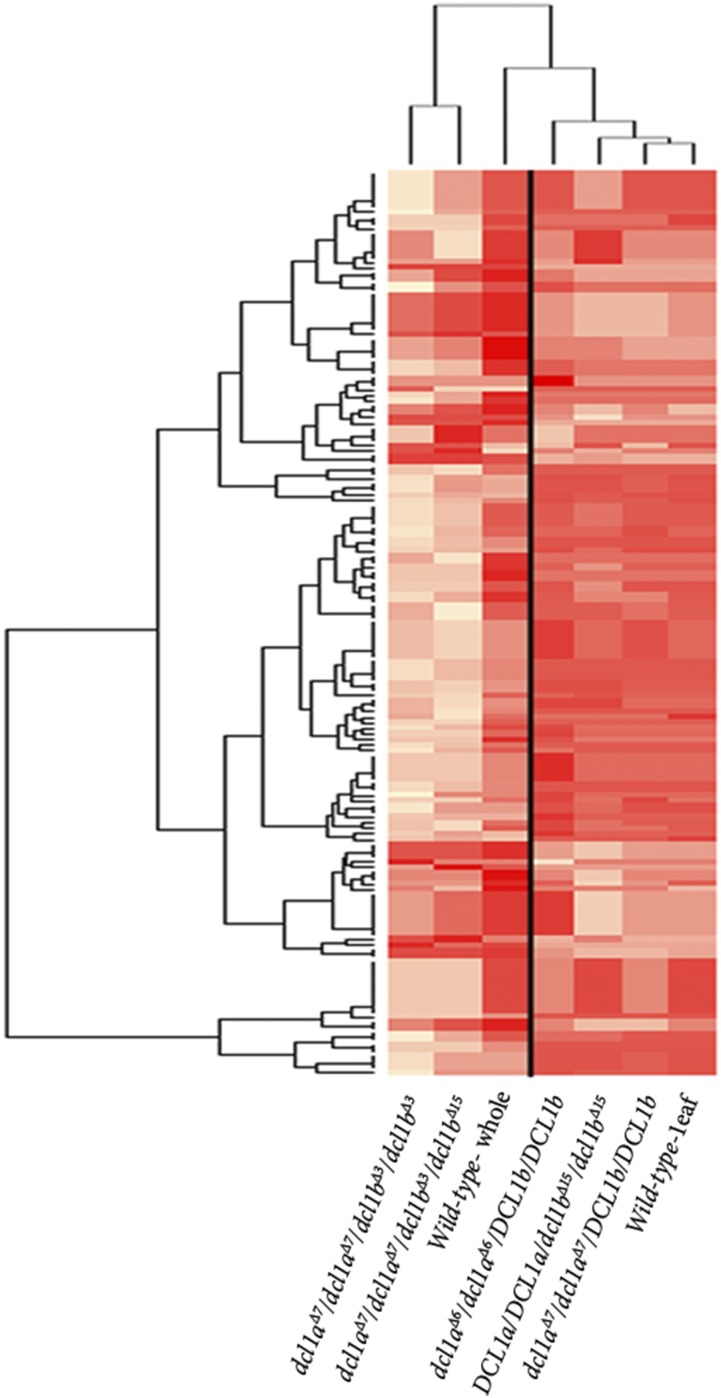
Small RNA sequence profiling of miRNA accumulation in single and double *dcl1* mutants. Small RNA sequence profiling of soybean miRNAs in 14-day-old single and double *dcl1* mutant plants. The rows indicate miRNA accumulation in each mutant plant (Table S1 and Table S2).

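Of the mature sequences counted, miR166a-3p had the highest mean level in wild-type leaf, 95094 ± 16819 CPM (SD, n = 2). Its log2 fold change against wild type was -0.41 in dcl1a line 1, -0.44 in dcl1a line 2, 0.24 in dcl1b and 0.23 in dcl1a(-/-) dcl1b(-/+), with a standard error of 0.30 in each. miR1507a, at 65514 ± 11580 CPM (SD, n = 2) in wild type, changed by -0.34, -0.49, 0.07 and -0.14 in the same order (standard error 0.25). miR398c, at 46011 ± 13260 CPM (SD, n = 2), changed by -0.65, 0.13, -0.41 and -0.32 (standard error 0.28). miR166h-3p, at 11665 ± 1022 CPM (SD, n = 2), changed by -0.31, -0.15, -0.09 and -0.19 (standard error 0.27). With DESeq2's size factors, the direction of miR1507a and miR166h-3p in dcl1a(-/-) dcl1b(-/+) and of miR398c in dcl1a line 2 was the opposite. miR159a-3p was at 11508 ± 3720 CPM (SD, n = 2) in wild type, and its log2 fold change was -0.04 in dcl1a line 1, -0.63 in dcl1a line 2 and -0.82 in dcl1b (standard error 0.41). The value for dcl1a line 1 changed sign under TMM factors and under DESeq2. In dcl1a(-/-) dcl1b(-/+), miR159a-3p reached 33572 CPM in replicate 1 and 11958 CPM in replicate 2, a log2 fold change of 0.98 (standard error 0.42) that fell to 0.06 without replicate 1. The other arm, miR159a-5p, was at 0.958 ± 0.291 CPM (SD, n = 2) in wild type and changed by -0.65, -0.30, -0.29 and -0.41 (standard error 0.71 to 0.74). miR319f had 18 and 13 reads in the wild-type libraries, 21 and 1 in dcl1a line 1, 48 and 13 in dcl1a line 2, 0 and 41 in dcl1b, and 4 and 3 in dcl1a(-/-) dcl1b(-/+). Its log2 fold changes of -0.19, 0.52, -0.12 and -2.65 had standard errors of 1.46, 1.39, 1.41 and 1.63. For these miRNAs, every adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was between 0.981 and 1.00. In every library, the values in Table S1 equalled these counts times 1 constant for 408 of 408 sequences, to within 1% or 1 unit of the table.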

A similar comparison was performed on the double mutant backgrounds *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^* and *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^15^*. However, since the double mutants only produced cotyledons, stems, and roots, the sRNA fraction was instead extracted from available 14-day-old ‘whole plant’ materials, for both the wild-type and mutants. Analysis of the double mutants revealed an almost global reduction in miRNA accumulation, ranging from negligible to a maximum 7.5-fold difference, indicating a vast reduction in mature miRNA levels in the double mutants (Figure 4 and Table S2). Among the most highly reduced miRNAs were the closely related miRNAs miR319f and miR159a, miRNAs that target a subset of genes encoding the developmentally important TCP and GAMYB-like transcription factors, respectively.

We next performed standard RNA-Seq (mRNA profiling) on the same *dcl1* double mutant samples in order to identify and quantify differential expression of target transcripts in the double mutants. This analysis identified approximately 844 transcripts with significantly altered expression (*P* <0.05) from 34,959 transcripts detected in the *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^* mutant, 1034 transcripts from the 34,830 transcripts detected for the *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^15^* mutant, and 735 significantly (*P* <0.05) altered transcripts from the 34,965 transcripts detected from the second *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^15^* mutant (Figure 5A and Table S3). 

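RNA-Seq libraries were made from 1 wild-type plant and 3 double mutant plants, labelled dcl1a/dcl1b-1.1, dcl1a/dcl1b-2.1 and dcl1a/dcl1b-2.2. By the order of the paper's tables, the first is the Δ3/Δ3 plant for dcl1b and the other 2 are the Δ3/Δ15 plants. The paper gives the tissue as whole plants of 14 days, while the sample labels give leaf. The authors removed the adaptor sequences and deposited the number of reads of each distinct sequence, of which more than 99% of reads were 50 nt long, before alignment and without normalization. The libraries held 36445977 reads in wild type and 32071523, 32108659 and 37354280 in the 3 mutants. The genotypes were read first, from reads that held at least 8 nt on each side of the ZFN site. In wild type, 13 of 13 such reads had no deletion (100%, exact Clopper-Pearson 95% interval 75.3 to 100%), with 3 from DCL1a, 6 from DCL1b and 4 that fit both genes. In dcl1a/dcl1b-1.1, 2 of 15 reads held the dcl1a Δ7 deletion and 13 of 15 the dcl1b Δ3 deletion (86.7%, interval 59.5 to 98.3%). In dcl1a/dcl1b-2.1, 3 of 14 reads held Δ7 and 11 of 14 held Δ3 (78.6%, interval 49.2 to 95.3%). In dcl1a/dcl1b-2.2, 6 of 17 reads held Δ7 and 11 of 17 held Δ3 (64.7%, interval 38.3 to 85.8%). Of the Δ3 reads, 2, 2 and 4 in the 3 mutants fit both genes and were counted as dcl1b, where the paper reports Δ3. No read without a deletion was found in the mutants, which allows a share of up to 21.8%, 23.2% and 19.5% (upper 95% limits). No read held the Δ15 deletion in any of the 4 libraries, so the last 2 are called the libraries labelled dcl1a/dcl1b-2.1 and dcl1a/dcl1b-2.2. With 12 nt required on each side, the largest move was in the share of Δ3 reads in dcl1a/dcl1b-2.1, to 75.0%. All reads passed through PCR without molecular identifiers, so intervals and limits cover counting error only. No reference genome was at hand, so reads were not counted per gene. Instead, distinct read sequences were tested as they are, and reads that hold a miRNA target site of Table S5 were counted for that site on the strand of the transcript. Composition between libraries was adjusted with TMM factors from the read sequences, and tests were made with edgeR's quasi-likelihood method with Benjamini-Hochberg adjustment at 0.05. The wild type has a single library, so the spread was taken from the mutants and the wild type is assumed to vary like them. Where dcl1a/dcl1b-1.1 stands alone, it is assumed to vary like the 2 other mutants.

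**Figure D1:**
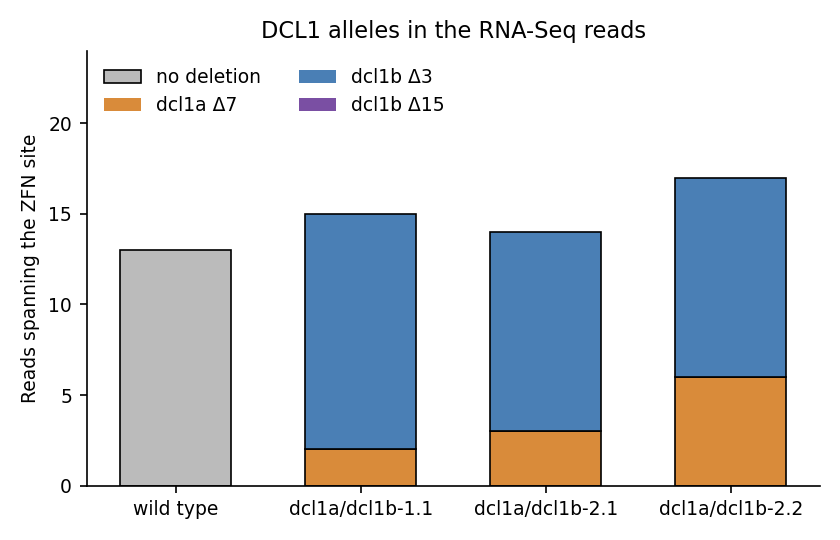
Reads spanning the ZFN site of DCL1a and DCL1b, with at least 8 nt on each side, in each of the 4 RNA-Seq libraries. Colours give the allele each read holds; the 13 wild-type reads have no deletion, and the mutant libraries hold Δ7 and Δ3 reads and 0 Δ15 reads.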

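Over the 4 libraries, 456252 distinct read sequences had at least 10 reads in a library, and 405791 of these passed edgeR's filter on low counts. A read sequence is a stretch of 50 nt of a transcript, so 1 transcript gives many of them. With the 3 mutants as 1 group against wild type, edgeR's quasi-likelihood test called 0 read sequences changed. At an unadjusted p under 0.05 it listed 49087, of which 23125 were higher and 25962 lower in the mutants. With library size only, more of those listed were higher than lower. DESeq2 called 12579 with its own adjustment, most of them lower. This contrast had little power in simulated counts, where 0% of 20000 read sequences changed 64-fold were recovered. With the 2 libraries labelled dcl1a/dcl1b-2.1 and dcl1a/dcl1b-2.2 as the replicated group, 17826 read sequences were called for dcl1a/dcl1b-1.1 against wild type (11774 higher and 6052 lower) and 29015 for the 2 others against wild type (17377 higher and 11638 lower). The first of these sets 1 library against 1 with the spread of 2 other plants, so its calls cannot separate the plant from the genotype. In simulated counts where all 4 libraries vary alike, that contrast recovered 15.1% of 20000 read sequences changed 16-fold and 54.9% of those changed 64-fold, and called 0 with none changed. Among the alternatives with adjusted p-values, the one that moved these numbers most was a filter of at least 10 reads in every library. Under it, edgeR called 0 in both contrasts among the 97551 read sequences tested. There, 9530 (3331 higher and 6199 lower) and 11443 (3909 higher and 7534 lower) had an unadjusted p under 0.05, so that most were lower. Unadjusted p-values without this filter moved the numbers further, upward. Each mutant was also fitted alone against wild type with DESeq2, taking the dispersion across both libraries as the paper did, which compares those libraries and has no replicate check. That fit listed 8016 read sequences for dcl1a/dcl1b-1.1 at an unadjusted p under 0.05, 2598 for dcl1a/dcl1b-2.1 and 8578 for dcl1a/dcl1b-2.2.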

To improve the resolution of these plots, we carried out an analysis that identified predicted miRNA target transcripts using the *sPARTA* package (Kakrana *et al.* 2014) and combined publicly available PARE (Parallel Analysis of RNA Ends) libraries (Arikit *et al.* 2014) to map these miRNA target transcripts to the differentially expressed transcripts depicted in Figure 5A. This approach identified a total of 985, 977, and 981 distinct miRNA target transcripts in the RNA-Seq datasets analyzed from the three assessed mutant backgrounds and approximately 35, 38, and 30 of these were determined significantly differentially expressed (*P* <0.05), respectively. 

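Table S5 pairs miRNAs with the sites they target, and 1901 of its 15416 lines were at hand, with 356 distinct site sequences in 422 genes. Reads that hold a whole site were counted, and the 101 sites that passed edgeR's filter were tested in the double mutants. The strand of the transcript held between 92.1% and 97.1% of the reads with a site in the 4 libraries. Of the 991 target genes listed over the 3 sheets of Table S4, 399 had a site among those at hand. In the 3 mutants against wild type, edgeR's quasi-likelihood test called 0 sites changed. At an unadjusted p under 0.05, it listed 10 (4 higher and 6 lower), and DESeq2 called 0 and listed 5. The balance depended on the setting. More were higher than lower with library size only, with reads of both strands and under DESeq2, and more were lower with no filter. For dcl1a/dcl1b-1.1 alone and for the libraries labelled dcl1a/dcl1b-2.1 and dcl1a/dcl1b-2.2 together, edgeR called 0 as well and listed 7 and 11, and DESeq2 called 0 and listed 2 and 3. By adjusted p, the first of these results moved most without the library labelled dcl1a/dcl1b-2.1. edgeR then called 3 sites (2 higher and 1 lower). The site of miR1514a-5p in Glyma.07G048000 and Glyma.16G016700, which 2 more genes share, had 5 reads in wild type and 32, 67 and 37 in the 3 mutants, higher in 3 of 3 (log2 fold change 3.20, standard error 0.92, adjusted p = 0.0766 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives its adjusted p ran from 0.0345 without the library labelled dcl1a/dcl1b-2.1 to 0.454 without dcl1a/dcl1b-1.1, and it was 0.0500, just under the threshold, with reads of both strands counted. The files do not pair these gene identifiers with names. The site of miR397a in Glyma.01G112600 had 14 reads in wild type and 0, 0 and 2 in the mutants. At a floor of 3 reads per library, and with the 14 wild-type reads taken as exact, it was at least 4.37-fold and at least 4.36-fold lower in dcl1a/dcl1b-1.1 and the library labelled dcl1a/dcl1b-2.1. With the counting error of both libraries included, the upper ends of the exact 95% counting intervals of these log2 ratios were -1.64 and -1.63, which is a smaller change. In the library labelled dcl1a/dcl1b-2.2, its log2 ratio was -2.61 (exact 95% counting interval -6.06 to -0.76). A miR156b site in Glyma.02G121300, which 13 more genes share, had 19 reads in wild type and 3, 8 and 12 in the mutants, for a log2 fold change of -1.27 (standard error 0.86), which was -0.10 with reads of both strands.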

Considerable overlap was observed for the differentially expressed miRNA target genes between the different mutant backgrounds assessed (Figure 5B, Table S4, and Table S5). 

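The 3 comparisons share the single wild-type library, so sites that change together were set against simulated unchanged mutants. Of the 101 target sites tested, 4 changed by more than 4-fold in the same direction in all 3 mutants, 2 higher and 2 lower, with 0.5 reads added to each count. In 200 simulations of unchanged mutants against the same wild-type library, the mean number was 1.33, with 0 and 4 as the limits of the middle 95%. The 2 higher sites are targets of miR1514a-5p and miR482b-5p, and the 2 lower ones of miR397a and miR319g, 2 of them named after their values were seen. The miR482b-5p site had 0 reads in wild type and 3, 10 and 4 in the mutants, and the miR319g site had 12 reads in wild type and 2, 1 and 1. With counts of 0 set to the floor of 3 reads, in the data and in the simulations, the miR482b-5p site no longer changed in this way and 3 sites remained, with 0 and 4 again as the limits. With reads of both strands, 3 sites changed in this way. The wild-type library was the lowest of the 4 at 23 sites and the highest at 28, against 25.2 and 25.6 in the simulations. In the paper's own Table S4, 12 target genes have a p under 0.05 in all 3 mutants, 2 of them higher and 10 lower than in wild type.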

Finally, quantitative reverse transcription PCR (RT-qPCR) was used to confirm the expression of a small subset of previously published miRNA target transcripts (Kulcheski *et al.* 2011) and this quantitative analysis aligned closely with the RNA-Seq generated data. Intriguingly, some miRNA target transcripts in the *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^* mutant background, notably the miR396 target gene Glyma05g20930 (Glyma.05g096800 in the version 2 genome assembly), remained at wild-type levels. This curious finding suggests that the *dcl1b*^Δ^*^15^* mutant allele might function differently to the *dcl1b*^Δ^*^3^* allele on specific miRNA-associated substrates.

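The 2 libraries labelled dcl1a/dcl1b-2.1 and dcl1a/dcl1b-2.2 were compared with dcl1a/dcl1b-1.1 in the same fit. Together they held 22 reads of a dcl1b deletion, all of them Δ3. Of these, 2 and 4 in the 2 libraries fit both genes and were counted as dcl1b by their deletion. The Δ15 allele was not detected at 0 of 22 reads, which allows a share of up to 15.4% (exact upper 95% limit). edgeR's quasi-likelihood test called 18635 of the 405791 read sequences changed, 6937 higher and 11698 lower than in dcl1a/dcl1b-1.1. DESeq2 called 3973, and 0 were called by edgeR among the 97551 read sequences with at least 10 reads in every library, with 1719 at an unadjusted p under 0.05. Among the 101 target sites, edgeR called 0 and listed 6 at an unadjusted p under 0.05, all lower than in dcl1a/dcl1b-1.1. DESeq2 called 0 and listed 2. With library size only, without TMM factors, edgeR called 1 site, lower than in dcl1a/dcl1b-1.1. No target site of Glyma.05G096800 was among those at hand. This contrast sets 2 plants against 1.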

**Figure 5:**
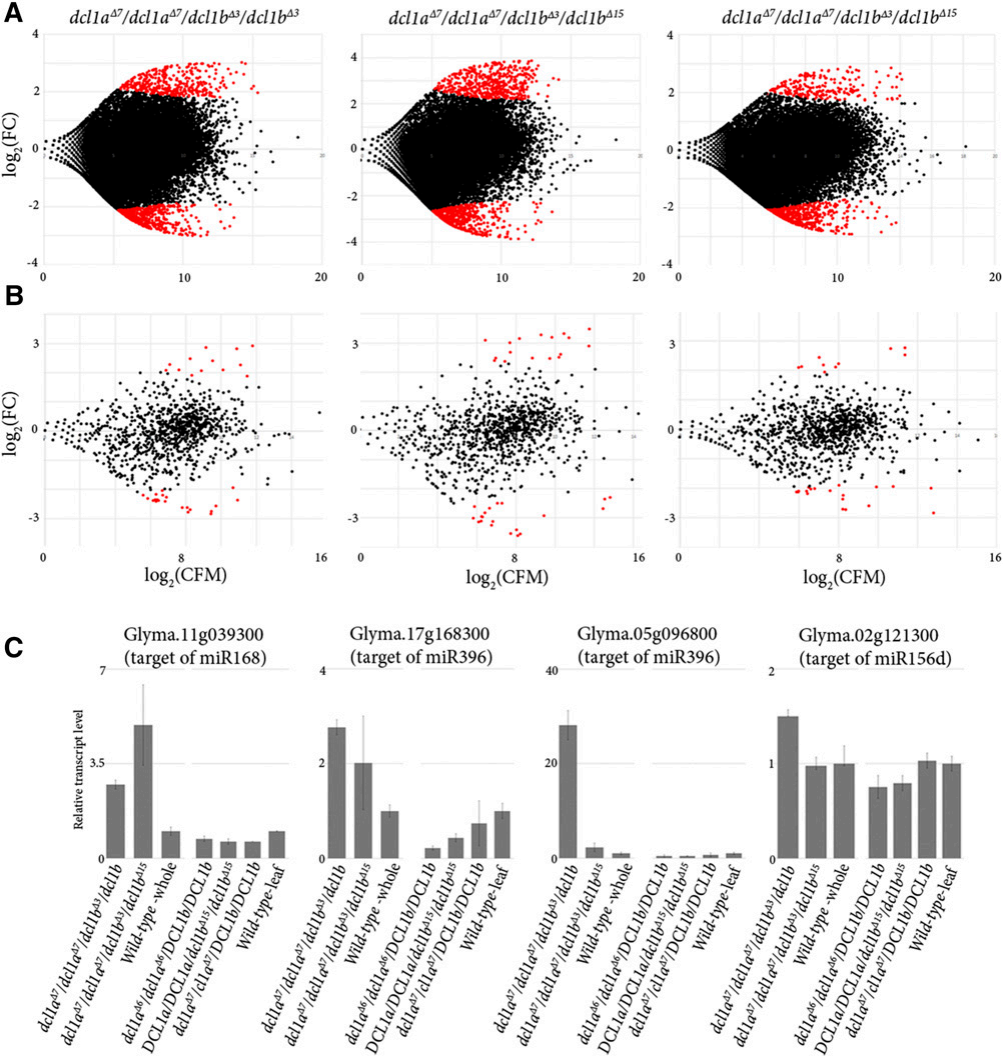
The analysis of predicted miRNA targets in the double *dcl1* mutant. (A) Three MA plots of the *dcl1* double mutants with one replicate of mutant *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^* and two replicates of mutant *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^15^*. The plots show the differentially expressed transcripts in the *dcl* double mutant compared to wild-type, with the red dots indicating significantly perturbed transcript expression (*P* <0.05). (B) Three MA plots indicating differential expression for a subset of transcripts in (A). This subset includes only genes validated as miRNA target transcripts. A total of 985, 977 and 981 distinct miRNA targets were found to be expressed in each of the three assessed mutants, respectively. The red dots indicate the 35, 38 and 30 differentially expressed miRNA target transcripts (*P* <0.05) in each mutant when compared to wild-type controls. (C) RT-qPCR was used to determine the expression of a subset of miRNA target transcripts in single and double *dcl1* mutant backgrounds. CPM, counts per million; FC, fold change.

## Discussion

Functional genomic studies in soybean can be challenging due to the duplicated paleopolyploid nature of the soybean genome. Gene redundancy among homologous copies is often sufficient for full complementation of the loss of one homolog. The soybean *DCL1* homologs are almost identical to one another at the nucleotide level and, further, have almost identical expression patterns in most soybean tissues. Our data shows that miRNA biogenesis is largely unaffected in plant lines harboring a mutation in one of the two soybean *DCL1* loci. This strongly suggests that the *DCL1a* and *DCL1b* homologs perform redundant functions in the soybean miRNA pathway. This is in direct contrast to a recent report in *P. patens* (Khraiwesh *et al.* 2010) where the two highly similar DCL1 enzymes were shown to perform highly specialized roles at functionally distinct stages of the *P. patens* miRNA pathway. This strongly suggests that neofunctionalization of an ancient *P. patens* DCL1 occurred prior to the duplication of this ancestral gene (Khraiwesh *et al.* 2010).

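The share of all reads in a leaf library that were mature miRNAs of Table S1 measures the summed miRNA level relative to the other small RNA reads, not an absolute amount. The 5 most abundant miRNAs hold 94.1% of the wild-type miRNA reads, so the share says little about the other miRNAs. In the 2 wild-type libraries the share was 23.6% and 25.2%, a mean of 24.4% ± 1.11 (SD, n = 2). The share was 18.4% ± 0.416 (SD, n = 2) in dcl1a line 1, 19.9% ± 4.65 (SD, n = 2) in dcl1a line 2, 24.7% ± 2.75 (SD, n = 2) in dcl1b and 25.4% ± 0.535 (SD, n = 2) in dcl1a(-/-) dcl1b(-/+). On the log2 scale these means were -0.41, -0.29, 0.02 and 0.06 from wild type, and the pooled SD between replicates was 0.17. Exact two-sided permutation tests of the means gave p = 0.33 for dcl1a line 1 and for dcl1a line 2, p = 1 for dcl1b and p = 0.667 for dcl1a(-/-) dcl1b(-/+), where 2 libraries against 2 cannot give a smaller p than that of the 2 dcl1a lines. Over reads of 20 to 24 nt and without miR1507a, both libraries of dcl1a(-/-) dcl1b(-/+) were above both of wild type (exact permutation p = 0.33 in each case). Without miR1507a, dcl1a line 2 no longer had both libraries below wild type (exact permutation p = 0.667). The value of dcl1a line 2 rested on single libraries, at -0.56 without its replicate 1 and -0.07 without its replicate 2. From the miRNA profiles of the single mutants, the paper proposes that DCL1a and DCL1b perform redundant functions.

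**Figure D2:**
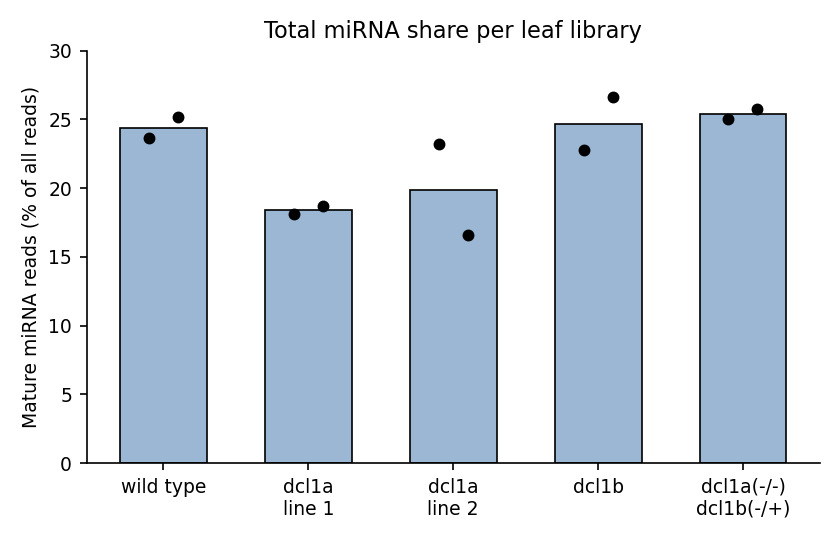
Mature miRNA reads as a percent of all reads in each of the 10 leaf libraries. Points are libraries and bars are the means of the 2 replicates of each genotype; the points of dcl1a line 1 lie at 18.1% and 18.7%, and those of dcl1a line 2 at 23.2% and 16.6%.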

The isolation of a *dcl1* double mutant was required to overcome the hurdle of *DCL1a/DCL1b* redundancy, and to confirm a role for each DCL1 homolog in the soybean miRNA pathway. To achieve this goal, ZFN-based mutagenesis allowed for the production and recovery of stable, nontransgenic *dcl1a* and *dcl1b* mutants, and the subsequent generation of multiple allelic combinations of the *dcl1a/dcl1b* double mutant. The first double mutant identified in this study was isolated from a single T_0_ plant that harbored mutations targeted to three of the four *DCL1* loci. This included distinct mutations for each of the *DCL1a* homologs (*i.e.*, biallelic) and a monoallelic mutation for *DCL1b*. The second double mutant allele was generated by traditional cross-fertilization of the *DCL1a/DCL1a/dcl1b*^Δ^*^15^/dcl1b*^Δ^*^15^* mutant with the *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/DCL1b/dcl1b*^Δ^*^3^* mutant.

While frameshift *dcl1a* mutant alleles were identified in this work, there have been no out-of-frame *dcl1b* mutant alleles identified to date. Both *dcl1b* alleles from this study were in-frame mutations that result from a one and a five amino acid residue deletion, respectively. Therefore, at this stage, we cannot confirm whether an out-of-frame single *dcl1b* mutant alone would be sufficient to disrupt the soybean miRNA pathway. However, the in-frame *dcl1b* mutations clearly disrupt protein function, as the phenotypically normal *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/DCL1b/DCL1b* single mutant exhibits severe seedling phenotypes when combined with the *dcl1b* in-frame mutations. Furthermore, initial screening of the *dcl1a*^Δ^*^6^/dcl1a*^Δ^*^7^/DCL1b/dcl1b*^Δ^*^3^* T_0_ plant failed to recover viable double mutants with combinations of the in-frame mutant alleles (*dcl1a*^Δ^*^6^* and *dcl1b*^Δ^*^3^*). This would suggest that in-frame mutations also appear to disrupt the function of DCL1, otherwise at least one or more viable *dcl1a*^Δ^*^6^/dcl1a*^Δ^*^6^/dcl1b*^Δ^*^3^/dcl1b*^Δ^*^3^* or heterozygote variations of the double mutant would have been recovered. An out-of-frame *dcl1b* mutation combined with the *dcl1a*^Δ^*^7^* allele would likely be embryo lethal and not viable. Such a plant would be consistent with the previously reported embryo defective *Arabidopsis dcl1-4* (*sus1-4*) mutant resulting from a T-DNA insertion disrupting the PAZ domain (McElver *et al.* 2001).

We also performed small RNA sequencing to establish miRNA accumulation profiles for the three single *dcl1* mutant alleles, including mutant lines *dcl1a*^Δ^*^7^/dcl1a*^Δ^*^7^/DCL1b/DCL1b* (out-of-frame mutation), *dcl1a*^Δ^*^6^/dcl1a*^Δ^*^6^/DCL1b/ DCL1b* (in-frame mutation), and *DCL1a/ DCL1a/dcl1b*^Δ^*^15^/dcl1b*^Δ^*^15^* (in-frame mutation). Compared to wild-type plants, no major alterations to miRNA accumulation were observed in any of the analyzed single mutants. However, in the three assessed double mutants, we observed an almost global reduction in miRNA accumulation. 

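In the single mutants, the median log2 fold change over the 120 tested miRNAs was -0.10 in dcl1a line 1, 0.16 in dcl1a line 2 and -0.05 in dcl1b. The median log2 difference between the 2 wild-type libraries was 0.19, and the pooled SD of such medians between replicates was 0.27, so none of the 3 medians stood outside the spread between replicates. Among the 120 miRNAs, 76 were lower than wild type in dcl1a line 1, 44 in dcl1a line 2 and 64 in dcl1b. miRNAs of 1 library are not independent replicates, so no test was run on these numbers. With DESeq2's size factors, which are themselves medians of ratios over miRNAs, all 3 medians moved past 0, to 0.06, -0.01 and 0.03. With 1 library left out, the median ranged from -0.22 to -0.06 in dcl1a line 1, from -0.11 to 0.33 in dcl1a line 2 and from -0.32 to 0.20 in dcl1b. Over the 61 miRNAs with a mean of at least 100 reads per library, the medians were -0.17, 0.14 and -0.12.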

Intriguingly, miRNA accumulation was not uniformly reduced, or completely abolished in any assessed double mutant, including several miRNAs that are largely unaffected in these backgrounds. Possible explanations for this curious finding include: 1) disruption of the so-called Dicer ’molecular ruler’; 2) disassociation of various interacting proteins that either bind to single and double-stranded transcripts or to DCL1 itself; 3) gene redundancies between the five other soybean *DCL* paralogs (Curtin *et al.* 2012); or 4) a defective DCL1b mutant protein that is still functionally competent to process a small subset of miRNAs (MacRae *et al.* 2006; Rogers and Chen 2013). We discuss each of these possibilities in more detail below.

Previous crystal structure analysis of the Dcr enzyme revealed a region between the PAZ and the first RNase III domain that essentially functions as a ‘molecular ruler’ by governing the size of the processed sRNAs (MacRae *et al.* 2006). The *dcl1b* mutation could have potentially disrupted this ruler resulting in shorter, misprocessed miRNAs. However, the small RNA sequencing analysis was able to distinguish sRNA sizes ranging from 18 –35 nt and there was no indication of short miRNA sequences in either the single or double mutant datasets. This suggests that disruption to the molecular ruler of the two soybean DCL1s is unlikely to have been the cause of incomplete loss of miRNA accumulation. 

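In the leaf libraries of wild type and the single mutants, reads of 21 nt were the most common in every library, with 28.3% and 29.2% of reads in wild type, 23.7% and 24.2% in dcl1a line 1, 28.1% and 23.4% in dcl1a line 2, and 26.7% and 29.5% in dcl1b. The shortest reads in the files were 18 nt and the longest 34 nt. Reads of 18 to 20 nt made up 13.8% and 11.1% of the wild-type libraries, 13.0% and 15.1% of dcl1a line 1, 14.7% and 14.7% of dcl1a line 2, and 15.0% and 10.3% of dcl1b. Shortened miRNAs were counted as reads of at least 18 nt that lacked 1 to 4 nt at either end of a mature sequence, over the 41 miRNAs with at least 100 exact reads in every library. Among these and the exact reads, shortened reads were 0.675% ± 0.0283 (SD, n = 2) in wild type, 0.753% ± 0.0271 (SD, n = 2) in dcl1a line 1, 0.796% ± 0.136 (SD, n = 2) in dcl1a line 2 and 0.673% ± 0.0282 (SD, n = 2) in dcl1b. Both libraries of each dcl1a line were above both wild-type libraries, and the exact two-sided permutation test gave p = 0.33, the smallest that 2 libraries against 2 allow. In dcl1a(-/-) dcl1b(-/+), which is homozygous for a dcl1a mutation as well, both libraries were below wild type (0.613% ± 0.00911, SD, n = 2; exact permutation p = 0.33). For dcl1b the exact permutation test gave p = 0.667. With a stricter limit on exact reads, which keeps the most abundant miRNAs, neither dcl1a line had both libraries above both of wild type, and the exact permutation p was 0.667 for each line. The difference of dcl1a line 2 on the log2 scale, 0.24, moved most without its replicate 2, to 0.05, and was 0.40 without its replicate 1.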

The precise molecular mechanisms of how DCL1 recognizes, interacts with, and processes precursor molecules, namely primary-miRNAs (pri-miRNAs) and precursor-miRNAs (pre-miRNAs) to miRNA/miRNA* duplexes is not completely understood. Two protein cofactors, including the double-stranded (ds)RNA-binding protein DRB1 (HYL1) and the C2H2-type zinc finger domain-containing protein SERRATE (SE), have been shown to interact with both DCL1 and pri-miRNAs for accurate and efficient processing of miRNAs from their precursor transcripts (Rogers and Chen 2013). It is plausible that interactions between DCL1 and these protein cofactors are disrupted by the *dcl1b* mutations. In turn, this could affect the loading of the duplex miRNA into the RISC by SE or DRB1, or the accuracy of DCL1-mediated pri-miRNA and pre-miRNA processing (Eamens *et al.* 2009; Rogers and Chen 2013).

Another possible explanation for incomplete loss of miRNA accumulation in the double mutant is gene redundancy by other DCL enzymes such as DCL2 or DCL4. There are seven functional DCL enzymes in soybean including two DCL2 (DCL2a and DCL2b) and two DCL4 (DCL4a and DCL4b) proteins (Curtin *et al.* 2012). Reports from *Arabidopsis* have shown that the DCL4/DRB4 functional partnership can process certain miRNAs (Rajagopalan *et al.* 2006). This possibility is further supported by other demonstrations in *Arabidopsis*; that is, DRB2 appears capable of forming functional partnerships with either DCL1 or DCL4 for miRNA and siRNA production, respectively (Eamens *et al.* 2012). Therefore, the higher than expected levels observed for some miRNAs in the double mutant backgrounds may result from DCL4 activity, with the functional assistance of either DRB2 or DRB4, partnerships that would have increased access to miRNA precursor transcripts in the absence of functionally competent DCL1a and DCL1b.

An additional explanation involves irregularities with the plant pri-miRNA processing step. Typically, pri-miRNAs are cleaved by the DCL1 enzyme in the canonical ‘base-to-loop’ manner; the first cleavage event is at the base of the hairpin to produce the pre-miRNA, and the second cleavage event liberates the miRNA/miRNA* duplex from the loop structure of the pre-miRNA hairpin. In plants, there is also a highly conserved, yet ‘noncanonical’ pathway that is initiated and proceeds in the opposite direction to the two-step canonical pri-miRNA processing pathway. In the noncanonical ‘loop-to-base’ pri-miRNA processing pathway, four DCL1-mediated cleavage steps are required for pri-miRNA to pre-miRNA processing, and subsequent miRNA/miRNA* duplex liberation of the pre-miRNA. Currently, only two *Arabidopsis* miRNAs have been demonstrated to be processed by this more complex pathway, including miR159 and mR319 (Bologna *et al.* 2009). Coincidentally, the two most differentially expressed miRNAs in our data set are miR159 and miR319, a finding that suggests that the noncanonical pri-miRNA processing pathway may be more severely affected in the *dcl1a*/*dcl1b* double mutant background. If this is the case, then other miRNAs in our data set with highly differentiated expression states, such as miR403a, miR403b, miR1535b, may also be processed by the noncanonical loop-to-base pathway.

Lastly, RNA-Seq of the double mutant and wild-type plants provides insight into the extent of miRNA accumulation and target gene disruption in these plants. Altered expression of protein-encoding genes that would normally be targets of miRNA regulation was observed in each of the three assessed double mutants, including 35, 38, and 30 putative miRNA target genes, respectively. However, there were approximately 980 putative miRNA protein-encoding target genes identified in total in these analyses. Furthermore, considerable overlap of these differentially expressed miRNA target genes was observed across the assessed mutant backgrounds. Therefore, these results indicate that ∼3%–5% of the total predicted gene targets for each of the currently known soybean miRNAs were differentially expressed. 

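Across the 101 target sites counted in the RNA-Seq reads, the median log2 ratio to wild type was 0.06 in dcl1a/dcl1b-1.1, -0.08 in the library labelled dcl1a/dcl1b-2.1 and 0.02 in the library labelled dcl1a/dcl1b-2.2. Reads were more abundant than in wild type at 51, 48 and 52 of the 101 sites. With library size only, the medians were 0.15, 0.01 and 0.06. With 0.5 reads added to each count, changes of more than 4-fold were found at 8 sites upward and 7 downward in dcl1a/dcl1b-1.1, at 8 and 6 in the library labelled dcl1a/dcl1b-2.1, and at 5 and 11 in the library labelled dcl1a/dcl1b-2.2. Only 3 sites had a mean of at least 100 reads per library. In counts simulated for 3 mutants against 1 wild type, with 20 of the 101 sites changed, the test recovered 11.8% of the sites changed 4-fold and 65.5% of those changed 16-fold. From the small share of target genes called in each mutant, the paper proposes as possible reasons that too few replicates gave false negatives, or, as unlikely in view of the phenotype, that a DCL1 enzyme stayed active on some substrates, and it states that the severe phenotype makes the expression data difficult to interpret.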

Several possible explanations might account for this low number of affected target transcripts. These include insufficient sample replication resulting in diminished statistical power for the differential expression analysis, thereby contributing to an increase occurrence of false negatives. In addition, it is possible (though unlikely given the severity of the mutant phenotype) that a hypomorphic DCL1 enzyme remains active on some substrates. However, the severe developmental phenotype expressed by the double mutants (*i.e.*, no leaves were available for sampling, with only stem, root, and shriveled cotyledons available for double mutant analyses) makes the differential expression analysis difficult to fully interpret. A future experiment focused on a well-replicated and microdissected SAM, or on germinating seed tissue, would likely yield an improved and more biologically relevant indication of the differentially expressed miRNA target transcript landscape resulting from the introduced mutations.

In conclusion, this study demonstrates targeted mutagenesis using site-specific nucleases as a reverse genetics tool for functional genomics studies in soybean. We generated *dcl1a/dcl1b* double mutants and demonstrated that the introduction of mutations into both *DCL1* loci severely disrupted the soybean miRNA pathway, including altered miRNA accumulation and deregulated miRNA target gene expression. The work presented here provides the soybean community with an important genetic resource to aid in the further study of miRNA-directed RNA silencing-mediated processes, including mounting defense responses against abiotic stress and plant viral, fungal, oomycete, insect, and bacterial pathogens. For example, soybean plants grown in the Mid-West of the United States are highly susceptible to the stem and root rot pathogen *Phytopthora sojae*, causing millions of dollars in lost revenue annually. It was recently demonstrated that *P. sojae* secretes proteins that suppress RNA silencing pathways of the host plant, namely the miRNA pathway, to aid in the pathogen’s infection and colonization of soybean (Qiao *et al.* 2013). The current mechanism for how *P. sojae* subverts the RNA silencing pathways in soybean is unknown, but genetic resources such as *dcl1* and *dcl4* mutants may be important for the elucidation of this plant-pathogen interaction. Furthermore, mutant alleles for the remaining soybean *DCL* genes may be generated using more efficient SSN platforms in the future. This will be critical for generating double mutants in what would otherwise be a difficult and time-consuming undertaking using the more traditional mutagenesis, mutation identification, and stacking methodologies. The ZFN and TALEN SSN platforms are fast becoming outdated due to the ease, efficiency and multiplex capabilities of the CRISPR/Cas9 platform, which will likely be the ‘go-to’ platform in the foreseeable future (Baltes and Voytas 2015).

## Supplementary Material

Supporting Information

# Supplementary material for: MicroRNA Maturation and MicroRNA Target Gene Expression Regulation Are Severely Disrupted in Soybean dicer-like1 Double Mutants
**Source:** G3 (Bethesda). 2015 Dec 15;6(2):423–33. doi: 10.1534/g3.115.022137
**Supplement:** Supporting Information

MicroRNA Maturation and MicroRNA Target Gene Expression Regulation Are Severely Disrupted in Soybean dicer-like1 Double Mutants — Supporting Information 

# MicroRNA Maturation and MicroRNA Target Gene Expression Regulation Are Severely Disrupted in Soybean *dicer-like1* Double Mutants

## Supporting Information for Curtin *et al.*, 2016

**Files in this Data Supplement:**

- File S1 - (A) The DCL1 zinc-finger nuclease target site and the individual seven amino acid zinc-finger cassettes (F1, F2 & F3) that make-up each zinc-finger array (Sander *et al.*, 2011). (.pdf, 379 KB)
- File S2 - (A) Sequence confirmation of single *dcl1a* and *dcl1b* mutants WPT312-5-11 *dcl1aΔ7/dcl1aΔ7/DCL1b/DCL1b*. (.pdf, 345 KB)
- File S3 - (A) Sequence confirmation of the double mutant *dcl1aΔ7/dcl1aΔ7/ dcl1bΔ3/dcl1bΔ3*. (.pdf, 462 KB)
- Table S1 - miRNA abundances in the single *dcl1a* and *dcl1b* mutant libraries. (.xlsx, 64 KB)
- Table S2 - miRNA abundances in the double *dcl1a/dcl1b* mutant libraries. (.xlsx, 48 KB)
- Table S3 - mRNA-seq reads of total transcripts in the double *dcl1a/dcl1b* mutant libraries. (.xlsx, 23,125 KB)
- Table S4 - mRNA-seq reads of predicted miRNA target transcripts in the double *dcl1a/dcl1b* mutant libraries. (.xlsx, 12,265 KB)
- Table S5 - Soybean miRNAs and their predicted target transcripts. (.csv, 3,133 KB)

# Supplementary material for: MicroRNA Maturation and MicroRNA Target Gene Expression Regulation Are Severely Disrupted in Soybean dicer-like1 Double Mutants
**Source:** G3 (Bethesda). 2015 Dec 15;6(2):423–33. doi: 10.1534/g3.115.022137
**Supplement:** Supporting Information

**A****WPT312-5-11 \_*DCL1a*\_Δ7-bp\_PCR un-enriched template**

|                                                                      |       |
|----------------------------------------------------------------------|-------|
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT    |

**WPT312-5-11 \_*DCL1b*\_no deletion\_PCR.*Psil* amplicon**

|                                                                       |    |
|-----------------------------------------------------------------------|----|
| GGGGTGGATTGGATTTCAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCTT  | WT |
| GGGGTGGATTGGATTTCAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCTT  | WT |
| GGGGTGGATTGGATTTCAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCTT  | WT |
| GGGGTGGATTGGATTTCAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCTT  | WT |
| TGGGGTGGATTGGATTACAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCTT | WT |

**Status: (*dcl1a*<sup>Δ7</sup>*dc1a*<sup>Δ7</sup>/*DCL1b*/*DCL1b*) without transgene****B****WPT312-5-36 \_*DCL1a*\_Δ6-bp\_PCR un-enriched template**

|                                                                      |       |
|----------------------------------------------------------------------|-------|
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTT-----GGGCGTGGTGTATCATACTGCAAGAATCT  | Δ6-bp |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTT-----GGGCGTGGTGTATCATACTGCAAGAATCT  | Δ6-bp |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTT-----GGGCGTGGTGTATCATACTGCAAGAATCT  | Δ6-bp |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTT-----GGGCGTGGTGTATCATACTGCAAGAATCT  | Δ6bp  |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT    |

**WPT312-5-36 \_*DCL1b*\_no deletion\_PCR.*Psil* amplicon**

|                                                                     |    |
|---------------------------------------------------------------------|----|
| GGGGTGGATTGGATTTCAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT |
| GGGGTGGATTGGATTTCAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT |
| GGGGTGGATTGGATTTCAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT |
| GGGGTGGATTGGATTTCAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT |
| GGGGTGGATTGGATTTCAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT |

**Status: (*dcl1a*<sup>Δ6</sup>*dc1a*<sup>Δ6</sup>/*DCL1b*/*DCL1b*) without transgene****C****WPT312-11-1 \_*DCL1a*\_no deletion\_PCR.*Psil* amplicon**

|                                                                      |    |
|----------------------------------------------------------------------|----|
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT |

**WPT312-11-1 \_*DCL1b*\_Δ15-bp\_PCR un-enriched template**

|                                                                      |        |
|----------------------------------------------------------------------|--------|
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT-----TGTATCATACTGCAAGAATCT           | Δ15-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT-----TGTATCATACTGCAAGAATCT           | Δ15-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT-----TGTATCATACTGCAAGAATCT           | Δ15-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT-----TGTATCATACTGCAAGAATCT           | Δ15-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |

**Status: (*DCL1a*/*DCL1a*/*dcl1b*<sup>Δ15</sup>/*dcl1b*<sup>Δ15</sup>) without transgene**

**D****WPT312-5-5 \_DCL1a\_Δ7-bp\_PCR un-enriched template**

|                                                                       |       |
|-----------------------------------------------------------------------|-------|
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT    | Δ7-bp |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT    | Δ7-bp |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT    | Δ7-bp |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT    | Δ7-bp |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT    |

**WPT312-5-5 \_DCL1b\_Δ3-bp\_PCR.Psil amplicon**

|                                                                       |       |
|-----------------------------------------------------------------------|-------|
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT  | Δ3-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT    |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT  | Δ3-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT  | Δ3-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT    |

**Status: (*dcl1a*<sup>Δ7</sup>*dcl1a*<sup>Δ7</sup>/*DCL1b/dcl1b*<sup>Δ3</sup>) without transgene****E****WPT312-5-25 \_DCL1a\_Δ6-bp\_PCR un-enriched template (see also WPT312-5-121)**

|                                                                       |       |
|-----------------------------------------------------------------------|-------|
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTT-----GGGCGTGGTGTATCATACTGCAAGAATCT   | Δ6-bp |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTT-----GGGCGTGGTGTATCATACTGCAAGAATCT   | Δ6-bp |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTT-----GGGCGTGGTGTATCATACTGCAAGAATCT   | Δ6-bp |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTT-----GGGCGTGGTGTATCATACTGCAAGAATCT   | Δ6-bp |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT    |

**WPT312-5-25 \_Dcl1b\_Δ3bp\_PCR.Psil amplicon**

|                                                                       |       |
|-----------------------------------------------------------------------|-------|
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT  | Δ3-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT    |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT  | Δ3-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT    |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT    |

**Status: (*dcl1a*<sup>Δ6</sup>*dcl1a*<sup>Δ6</sup>/*DCL1b/dcl1b*<sup>Δ3</sup>) without transgene****F****WPT312-5-56 \_DCL1a\_Δ6-bp and Δ7-bp\_PCR un-enriched template (see also WPT312-5-70)**

|                                                                       |       |
|-----------------------------------------------------------------------|-------|
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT    | Δ7-bp |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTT-----GGGCGTGGTGTATCATACTGCAAGAATCT   | Δ6-bp |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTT-----GGGCGTGGTGTATCATACTGCAAGAATCT   | Δ6-bp |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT    | Δ7-bp |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT    |

**WPT312-5-56 \_Dcl1b\_Δ3bp\_PCR.Psil amplicon**

|                                                                       |       |
|-----------------------------------------------------------------------|-------|
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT  | Δ3-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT  | Δ3-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT    |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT  | Δ3-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT    |

**Status: (*dcl1a*<sup>Δ6</sup>*dcl1a*<sup>Δ7</sup>/*DCL1b/dcl1b*<sup>Δ3</sup>) without transgene**

**File S2. (A)** Sequence confirmation of single *dcl1a* and *dcl1b* mutants WPT312-5- 11 *dcl1a*<sup>Δ7</sup>/*dcl1a*<sup>Δ7</sup>/*DCL1b/DCL1b* **(B)** WPT312-5-36 *dcl1a*<sup>Δ6</sup>/*dcl1a*<sup>Δ6</sup>/*DCL1b/DCL1b* **(C)** WPT312- 11 *DCL1a/DCL1a/dcl1b*<sup>Δ15</sup>/*dcl1b*<sup>Δ15</sup>. **(D-F)** Sequence confirmation of hemi-zygote *dcl1a/dcl1b* double mutants.

# Supplementary material for: MicroRNA Maturation and MicroRNA Target Gene Expression Regulation Are Severely Disrupted in Soybean dicer-like1 Double Mutants
**Source:** G3 (Bethesda). 2015 Dec 15;6(2):423–33. doi: 10.1534/g3.115.022137
**Supplement:** Supporting Information

WPT312-5-5-1

*dcl1a*<sup>Δ7</sup>/*dcl1a*<sup>Δ7</sup>/*dcl1b*<sup>Δ3</sup>/*dcl1b*<sup>Δ3</sup>

A

|                                                                                |       |
|--------------------------------------------------------------------------------|-------|
| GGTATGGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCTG    | Δ7-bp |
| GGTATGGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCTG    | Δ7-bp |
| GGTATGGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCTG    | Δ7-bp |
| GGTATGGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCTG    | Δ7-bp |
| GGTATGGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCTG    | Δ7-bp |
| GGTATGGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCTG    | Δ7-bp |
| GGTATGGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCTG    | Δ7-bp |
| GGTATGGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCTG    | Δ7-bp |
| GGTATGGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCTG    | Δ7-bp |
| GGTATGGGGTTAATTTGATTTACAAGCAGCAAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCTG | WT    |

|                                                                               |       |
|-------------------------------------------------------------------------------|-------|
| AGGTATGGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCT | Δ3-bp |
| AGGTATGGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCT | Δ3-bp |
| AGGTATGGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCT | Δ3-bp |
| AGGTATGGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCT | Δ3-bp |
| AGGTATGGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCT | Δ3-bp |
| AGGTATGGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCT | Δ3-bp |
| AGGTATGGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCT | Δ3-bp |
| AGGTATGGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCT | Δ3-bp |
| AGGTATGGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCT | Δ3-bp |
| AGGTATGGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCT | Δ3-bp |
| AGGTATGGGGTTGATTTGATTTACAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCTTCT | WT    |

*dcl1a*<sup>Δ7</sup>/*dcl1a*<sup>Δ7</sup>/*dcl1b*<sup>Δ3</sup>/*dcl1b*<sup>Δ15</sup>

Double mutant status of *dcl1a*<sup>Δ7</sup>/*dcl1a*<sup>Δ7</sup>/*dcl1b*<sup>Δ3</sup>/*dcl1b*<sup>Δ15</sup> was confirmed by PCR digest assay. This plant has not been sequence confirmed

B

M14\_533

WPT312-5-5\_ *dc1a*<sup>Δ7</sup>/*dc1a*<sup>Δ7</sup>/*DCL1b*/*dc1b*<sup>Δ3</sup>) (female)  
X  
WPT312-11-1-2\_ *DCL1a*/*DCL1a*/*dc1b*<sup>Δ15</sup>/*dc1b*<sup>Δ15</sup>) (male)

Seed #1 from cross

M14\_533-1 \_3\_ *DCL1a*/*dc1a*<sup>Δ7</sup>/*DCL1b*/*dc1b*<sup>Δ15</sup>)

|                                                                      |        |
|----------------------------------------------------------------------|--------|
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp  |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp  |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp  |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | Δ15-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | Δ15-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |

Status: (*DCL1a*/*dc1a*<sup>Δ7</sup>/*DCL1b*/*dc1a*<sup>Δ15</sup>) without transgene

Seed #2 & 3 from cross

M14\_533-2 &3\_ *DCL1a*/*dc1a*<sup>Δ7</sup>/*dc1b*<sup>Δ3</sup>/*dc1b*<sup>Δ15</sup>)

|                                                                      |        |
|----------------------------------------------------------------------|--------|
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp  |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp  |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp  |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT-----TATATCATACTGCAAGAATCT           | Δ7-bp  |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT | Δ3-bp  |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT | Δ3-bp  |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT-----TATATCATACTGCAAGAATCT           | Δ15-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |

Status: (*DCL1a*/*dc1a*<sup>Δ7</sup>/*dc1b*<sup>Δ3</sup>/*dc1a*<sup>Δ15</sup>) without transgene

M14\_534

WPT312-11-1-2\_ *DCL1a*/*DCL1a*/*dc1b*<sup>Δ15</sup>/*dc1b*<sup>Δ15</sup>)  
X  
WPT312-5-5\_ *dc1a*<sup>Δ7</sup>/*dc1a*<sup>Δ7</sup>/*DCL1b*/*dc1b*<sup>Δ3</sup>) (female)

Seed #1 & 2 from cross

M14\_533-2 &3\_ *DCL1a*/*dc1a*<sup>Δ7</sup>/*dc1b*<sup>Δ3</sup>/*dc1b*<sup>Δ15</sup>)

|                                                                      |        |
|----------------------------------------------------------------------|--------|
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp  |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp  |
| GGGGTTAATTTGATTTACAAGCAGCAA-----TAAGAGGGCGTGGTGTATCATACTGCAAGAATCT   | Δ7-bp  |
| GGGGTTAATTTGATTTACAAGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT | Δ3-bp  |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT | Δ3-bp  |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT---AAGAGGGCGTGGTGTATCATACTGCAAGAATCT | Δ3-bp  |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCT-----TATATCATACTGCAAGAATCT           | Δ15-bp |
| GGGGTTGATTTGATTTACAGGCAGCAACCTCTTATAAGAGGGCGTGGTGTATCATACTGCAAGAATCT | WT     |

Status: (*DCL1a*/*dc1a*<sup>Δ7</sup>/*dc1b*<sup>Δ3</sup>/*dc1a*<sup>Δ15</sup>) without transgene

**File S3. (A)** Sequence confirmation of the double mutant  $dcl1a^{\Delta 7}/dcl1a^{\Delta 7}/dcl1b^{\Delta 3}/dcl1b^{\Delta 3}$ . Ten clones of PCR amplicons from un-digested template were sequenced to confirm double mutant status. No wild-type alleles of Dcl1a or Dcl1b were observed. **(B)** Sequence confirmation of the M14-533 & M14-534 crosses indicating successful introgression of the  $dcl1a^{\Delta 7}$  and  $dcl1b^{\Delta 15}$  allele and the  $dcl1a^{\Delta 7}$ ,  $dcl1b^{\Delta 3}$  and  $dcl1b^{\Delta 15}$  alleles for the development of the  $dcl1a^{\Delta 7}/dcl1a^{\Delta 7}/dcl1b^{\Delta 3}/dcl1b^{\Delta 15}$  and  $dcl1a^{\Delta 7}/dcl1a^{\Delta 7}/dcl1b^{\Delta 15}/dcl1b^{\Delta 15}$  double mutants.

How the deposited data were processed for this re-analysis (not part of the article)

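Small RNA was sequenced from leaves of 14-day-old plants in 10 libraries, 2 of each of 5 genotypes (wild type, dcl1a line 1, dcl1a line 2, dcl1b and dcl1a(-/-) dcl1b(-/+)). RNA-Seq was done on 4 libraries, 1 of a wild-type plant and 3 of double mutant plants. The paper describes the RNA-Seq tissue as whole plants and the sample labels describe it as leaf. For both assays, the authors removed linker adaptor sequences, collapsed identical reads and deposited the count of reads of each distinct sequence, without normalization and before any match to the genome. The small RNA files hold sequences of 18 to 34 nt, and 15953001 to 41256002 reads per library. The RNA-Seq files hold sequences of 18 to 50 nt, and 32071523 to 37354280 reads per library. The authors' later steps (alignment with Tophat, assembly with Cufflinks, counting with featureCounts, DESeq) are not contained in these files.

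Mature miRNAs were counted as reads whose whole sequence equals 1 of the 408 distinct sequences behind the 554 names of Table S1, with U written as T. The library size was the total of all reads in the file. The paper normalized by read depth without giving the depth used, and the constants behind Table S1 are not proportional to these totals: multiplied by them, they give 12926600 to 16177100 per library. Counts of the 120 miRNAs kept by filterByExpr were fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest, with limma 3.58.1, in R 4.3.3) over all 10 libraries in 5 groups, with a common dispersion of 0.223. Each mutant group was compared with wild type, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The total miRNA share and the share of shortened miRNAs were compared by exact permutation tests with scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15. DESeq2 1.42.0 was run with its own size factors as an alternative. The other alternatives on miRNAs were TMM factors, no filter beyond 1 read, only wild type and the mutant group in the fit, reads 1 nt longer or shorter at the 3′ end, the replicate number as a block, and leaving out each library in turn. For the 2 shares and the medians they were reads of 20 to 24 nt as the denominator, leaving out miR1507a, other limits on shortening and on read number, and each library left out. Where a group is left with 1 library, that library is assumed to vary like the other groups. Added later were a block by the share of 30-nt reads, with libraries split at 0.8%, and the library scale of Table S1.

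No reference genome was at hand, so the planned counts per gene, and the fits on them, were not run. In their place, 3 kinds of features were taken directly from the RNA-Seq reads. Distinct read sequences with at least 10 reads in at least 1 library were tested as they are. Reads that hold a whole target site of Table S5 were counted for that site, on the strand of the transcript, which 92.1 to 97.1% of site reads were on. Table S5 was at hand in part, with 1901 of 15416 lines and 356 site sequences, and 107 of the sites lie in more than 1 gene. Mature sequences of Table S1 with at least 10 RNA-Seq reads were extended through overlapping reads, by anchors of 25 nt and with at least 2 reads and 60% of reads behind each added base. The extended sequences were folded with RNAfold 2.7.2 (ViennaRNA). A sequence was taken as a precursor where at least 15 bases of the mature sequence were paired with the other arm and at most 4 bases there were unpaired. Of 66 sequences, 26 formed such a hairpin, 28 did not and 12 were too short, and 18 were tested, after requiring 10 reads on the extended sequence and keeping the sequence with the most reads among those that share 16 nt of the mature sequence. Both arms of 1 precursor can remain among the 18. Reads on the transcript's strand with at most 2 mismatches to the extended sequence were counted.

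Read sequences, sites and precursors were fitted with the same edgeR functions and with TMM factors from the read sequences. The 3 mutants were set against wild type as 1 group, and in a second fit with 3 groups dcl1a/dcl1b-1.1 was set apart from the libraries labelled dcl1a/dcl1b-2.1 and dcl1a/dcl1b-2.2. The wild type has 1 library in both fits, and dcl1a/dcl1b-1.1 is 1 library in the second, so there the spread comes from the 2 others alone. The alternatives tried were library size only, DESeq2, at least 10 reads in every library, no filter (sites), reads of both strands (sites), at least 30 reads or 16 paired bases (precursors), unadjusted p-values, the unreplicated fit of the paper and each mutant left out. DCL1 alleles were counted in reads that hold at least 8 nt, or in an alternative 12 nt, on each side of the ZFN site, with at most 2 mismatches over the known 38 nt on each side. Intervals on shares are exact Clopper-Pearson intervals at 95%, and for the fold of a named site a count of 0 was given a floor of 3 reads. Ratios over all sites had 0.5 reads added to each count, with that floor as an alternative added later. Intervals and floors cover counting error only. The depth was low at single features: 3 of the 101 tested sites had a mean of at least 100 reads per library.

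The tests were tried on simulated data with known changes, drawn from the means and spread of these libraries. The miRNA test recovered 44.8% of 4-fold changes. For 3 mutants against 1 wild type, the tests recovered 65.5% of 16-fold changes among the 101 sites, 30.8% among the 18 precursors and 0% among the read sequences.

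The genes and miRNAs named in the text follow a rule set with the design: the genes and miRNAs that the paper names, the 5 mature sequences with the highest mean count in wild-type leaf, the miRNAs past the threshold with the smallest p-values, up to 5 of the target genes that Table S4 lists with a p under 0.05 in all 3 mutants (the paper's values for them had been seen), and the 5 precursors past the threshold with the smallest p-values. Without counts per gene, the part of the rule on genes with the largest changes was not applied, and target genes were taken by their sites. Gene identifiers had no names in the files, so few are printed. Small RNA libraries of the double mutants, which the paper reports in Table S2, were not analysed here. RT-qPCR values were not analysed either.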

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

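The tests of explanations in this part, for the read lengths, for miR159a-3p and for the miR156c reads, were chosen after those results had been seen, while the count of precursor reads itself, and the total miRNA share over reads of 20 to 24 nt and without miR1507a, were planned.

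Among 31 measures compared across libraries, 4 had 1 library whose gap to the nearest other was larger than the 95% critical value of Dixon's test, which chance exceeds in about 1 of 20 groups. Replicate 1 of the dcl1a(-/-) dcl1b(-/+) line gave 3 of these. Its share of 30-nt reads was 2.92%, against 0.434 to 1.68% in the other 9 leaf libraries, and its share of 31-nt reads was 0.771%, against 0.121 to 0.374%. Its level of miR159a-3p was 33572 CPM, against 5723 to 14138 CPM in the other 9. The label of this library gives it as homozygous for both mutations and Table S1 as heterozygous for dcl1b. Its 25307481 reads lie within the range of the other libraries, which argues against library size. By its miRNA levels, a double homozygous plant with a global reduction of miRNAs cannot be told apart from a heterozygous one. The paper reports that double mutants had no leaves, and this library is labelled leaf, which goes with a heterozygous plant. That label does not settle it, since the labels also give leaf for the double mutant RNA-Seq libraries. The total miRNA share of 25.0% lies within the wild-type range of 23.6 to 25.2%. Over reads of 20 to 24 nt it was 37.9% against 33.5 and 35.6%, the highest of the 10 libraries. That denominator was low in 24-nt reads, at 8.77% of this library against 13.0 to 18.3% in the other 9, which raises the value. Without miR1507a the share of all reads was 19.9% against 17.9 and 17.8%. Both values speak against a reduction, the one over 20 to 24 nt only with that limit. Without miR159a-3p, itself high here, it was 21.7% against 22.2 and 24.3%, below both, which goes with a reduction. The median log2 fold change over the tested miRNAs, with this library alone against wild type, was -0.42 and goes with a reduction too. Library preparation and the genotype of the plant cannot be told apart as sources of the 30-nt reads. The Dixon ratio of 0.498, above the critical value, shows only that the library stands out, and neither the labels nor the paper give batches. In wild type, each dcl1a line and dcl1b, 1 replicate had a 30-nt share below 0.8% and the other above it. The share thus varied within these genotypes, while both libraries of dcl1a(-/-) dcl1b(-/+) lay above 0.8%. A single abundant RNA may contribute, because 1 sequence made up 25.6% of the 30-nt reads of this library and the ratio was 0.427, below the critical value, without it. That sequence was picked for being abundant there, so this stays open too. Whether the plant's genotype raised miR159a-3p was not tested.

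Replicate 2 of dcl1a line 2 had 0.0866% of its reads at 34 nt, against 0.0067 to 0.0370% in the other 9 leaf libraries. Its 22309674 reads lie within the range of the others, which argues against library size. At 33 nt the same library had the largest gap as well, with a Dixon ratio of 0.460 just under the critical value, so library preparation and a difference between plants cannot be told apart. Replicate 1 of the same line did not stand out, and no biological explanation was tested.

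The paper does not report reads of miRNA precursors in its RNA-Seq data. For the hairpin-forming sequence around miR156c, wild type had 8 reads and the 3 double mutants had 56, 57 and 62, higher in 3 of 3. The log2 fold change was 2.88 (standard error 0.07, adjusted p = 2.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p stayed below 0.05 in every edgeR alternative and was 0.213 under DESeq2, which called 0 precursors. The 3 mutant counts lie closer together than counting error alone would give, which lowers the standard error, and the fold in dcl1a/dcl1b-1.1 was 7.47 with an exact 95% counting interval of 3.54 to 18.1. Composition between the libraries is argued against as the cause, since the TMM factors of the read sequences differ by at most 0.0911 on the log2 scale. Tissue composition and reduced processing of the precursor by the mutant enzymes cannot be told apart, since 33.7% of all tested read sequences were lowest in the wild-type library, and 29.5% were highest in it, where 25% would be by chance for each, so that library stands apart in both directions, and the double mutants had no leaves. The wild type is a single library, and loci with a nearly identical sequence were not separated.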

How the results depend on the processing

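The alternatives on miRNAs and DCL1 alleles were chosen before the data were examined, apart from the block by 30-nt reads and the scale of Table S1; those on read sequences and target sites, and for precursors library size only, DESeq2, at least 16 paired bases and unadjusted p-values, were chosen after the data were seen, when no genome was at hand. Of 204 alternative values for the 42 results that answer a comparison, 163 counted as the same as the value reported. For miRNA shares and medians, same meant within the pooled replicate SD. For numbers of changed features it meant within a factor of 1.5, and for alleles inside the exact interval. A value can change sign and still count as the same, so 163 is not a count of stable directions.

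The number of changed miRNAs was 0 in every mutant under TMM factors, DESeq2, only wild type and the mutant in the fit, 3′ ends 1 nt longer or shorter and both blocks. At an unadjusted p under 0.05, edgeR listed 1, 3, 0 and 5 miRNAs. With no filter beyond 1 read, 1 was called in dcl1a line 2 (miR164a) and 3 in dcl1a(-/-) dcl1b(-/+) (miR156g, miR2119 and miR5559). Leaving out 1 library gave 0 to 1 calls in dcl1a line 2 and 0 to 4 in dcl1a(-/-) dcl1b(-/+), the highest without line 2 replicate 1 and without dcl1a(-/-) dcl1b(-/+) replicate 2. Leaving out a library of a pair leaves fewer samples, and the cause of these calls was not tested. The total miRNA share of dcl1a line 2 ranged from -0.56 to -0.0740 (log2) with 1 library left out, and its share of shortened miRNAs from 0.0521 to 0.40. Both values were furthest from 0 without its replicate 1 and closest to 0 without its replicate 2. The total miRNA share of dcl1a(-/-) dcl1b(-/+) was 0.06 as reported, 0.11 over reads of 20 to 24 nt and 0.12 without miR1507a. All medians over the tested miRNAs stayed within the pooled replicate SD of the reported ones.

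Replicate numbers did not pair the libraries: correlations of replicate differences between groups ran from -0.43 to 0.23, with 3 of 10 above 0.1. With the replicate number as a block, the log2 fold change of miR159a-3p in dcl1a line 1 was 0.0031 and that of miR319f in dcl1b was 0.27, both reversed, and the block changed no call.

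For single miRNAs, 10 of 224 alternatives without a library left out reversed the direction. TMM factors gave 0.0247 for miR159a-3p in dcl1a line 1. DESeq2 gave 0.11 for miR159a-3p in dcl1a line 1, -0.0120 for miR398c in dcl1a line 2, and 0.11 for miR1507a and 0.0586 for miR166h-3p in dcl1a(-/-) dcl1b(-/+). Reads 1 nt longer or shorter at the 3′ end gave 0.13 for miR319f in dcl1b. The block by 30-nt reads gave 0.38 for miR319f in dcl1a line 1, and the scale of Table S1 gave 0.0016 for miR159a-3p there. The cause was not tested. DESeq2's size factors moved the median over all miRNAs from -0.10 to 0.06 in dcl1a line 1, from 0.16 to -0.01 in dcl1a line 2, from -0.05 to 0.03 in dcl1b and from -0.16 to 0.09 in dcl1a(-/-) dcl1b(-/+).

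With 1 library left out, 13 of 28 miRNA results had a reversal. In dcl1a line 1, miR159a-3p ranged from -0.34 to 0.33 and miR319f from -3.59 to 0.74. In dcl1a line 2, miR159a-5p ranged from -0.57 to 0.0599, miR319f from -0.42 to 1.24 and miR398c from -0.14 to 0.46. In dcl1b, miR319f ranged from -7.31 to 0.92, miR1507a from -0.10 to 0.27, miR159a-5p from -0.56 to 0.0702, miR166h-3p from -0.24 to 0.0498 and miR166a-3p from -0.0530 to 0.48. In dcl1a(-/-) dcl1b(-/+), miR398c ranged from -0.61 to 0.0047, miR1507a from -0.36 to 0.0607 and miR159a-5p from -1.28 to 0.10. The reversals came without wild-type replicate 1 or 2, dcl1a line 1 replicate 2, dcl1a line 2 replicate 1, either dcl1b replicate, or dcl1a(-/-) dcl1b(-/+) replicate 1.

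The shares of DCL1 alleles did not move past their 95% intervals with 12 nt on each side.

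The number of changed read sequences depended on every setting except library size. For the 3 mutants, dcl1a/dcl1b-1.1, the libraries labelled dcl1a/dcl1b-2.1 and dcl1a/dcl1b-2.2, and these 2 against dcl1a/dcl1b-1.1, the reported numbers were 0, 17826, 29015 and 18635. At an unadjusted p under 0.05 they were 49087, 60096, 73526 and 36878, and DESeq2 gave 12579, 745, 3805 and 3973. With at least 10 reads in every library they were 0 in all 4 contrasts. The unreplicated fit of the paper gave 8016, 2598 and 8578 for the 3 mutants. For the 3 mutants together, leaving out 1 plant gave 0 to 31283, the highest without dcl1a/dcl1b-1.1, and the cause was not tested. In simulations of 3 mutants against 1 wild type the test recovered 0% of 64-fold changes, so that count of 0 says nothing about stability.

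The number of changed target sites was 0 in the 4 contrasts as reported, and 10, 7, 11 and 6 at an unadjusted p under 0.05. Library size only gave 1 in dcl1a/dcl1b-1.1 against wild type and 1 in the 2 other mutants against dcl1a/dcl1b-1.1. Reads of both strands gave 1 for the 3 mutants together, and leaving out 1 plant gave 0 to 3, the highest without the library labelled dcl1a/dcl1b-2.1. Library size only moved the median of the sites to 0.15 in dcl1a/dcl1b-1.1 and 0.0077 in the library labelled dcl1a/dcl1b-2.1. The 3 sites with a mean of at least 100 reads gave 1.83, 0.38 and -0.43 in the 3 mutants. The miR156b site shared by Glyma.02G121300 was reversed to 0.24 with reads of both strands, in the libraries labelled dcl1a/dcl1b-2.1 and dcl1a/dcl1b-2.2. Of 76 alternatives for named sites and precursors, this was the only 1 reversed.

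The number of changed precursors was 1 as reported, 3 at an unadjusted p under 0.05, 2 with at least 30 reads, where fewer were tested, 1 with at least 16 paired bases, and 0 under DESeq2. Leaving out 1 plant gave 1 to 2, the highest without dcl1a/dcl1b-1.1. With at least 30 reads, 4 of 8 precursors were lowest in wild type.

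Fits on genes were not run: DESeq2, library size only, no filter, a filter in every library, reads without mismatches, reads shared between genes, the percentile of target genes among random lists, the paper's threshold per plant on genes, and leaving out 1 of the Δ3/Δ15 plants. The depth was low at the sites, with 3 of 101 at a mean of 100 reads or more.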

Differences from the paper's values

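The added alternative in this part was chosen after the values were seen. Of 61 values that the paper also gives, 5 differed. Among the 61, 28 are fold changes of named leaf miRNAs. Table S1 holds these same counts times 1 constant per library, so a match of leaf values is no independent check. A leaf value counts as different when its sign changes, however small, or when it is further from the paper's than the SD between replicates, a site ratio when the paper's value lies outside its exact 95% counting interval, and a number of transcripts beyond a factor of 1.5.

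For miR159a-3p in dcl1a line 1, the paper's Table S1 gives a log2 fold change of 0.0016 and the value here is -0.0412, so the signs differ. Among the alternatives set before the data were examined, TMM factors, DESeq2, the replicate number as a block and leaving out wild-type replicate 1 gave the paper's sign, and leaving out the other libraries 1 at a time, no filter, reads 1 nt longer or shorter, and only wild type and this line in the fit did not. The library scale of Table S1, chosen after seeing the values, gave 0.0016 as well. Table S1 holds levels without calls, so 0 called items are dropped.

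For the summed miRNA level in dcl1b, the paper's Table S1 gives a log2 ratio of -0.0547 and the value here is 0.0169. Reads of 20 to 24 nt as the denominator, the sum without miR1507a, leaving out wild-type replicate 1 and leaving out dcl1b replicate 2 gave the paper's sign, and leaving out wild-type replicate 2 or dcl1b replicate 1 did not.

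For the site of miR1514a-5p in the library labelled dcl1a/dcl1b-2.1, the log2 ratio of site reads was 3.72 and the paper's Table S4 gives 2.41 for Glyma.07G048000. For Glyma.16G016700, which shares this site, it gives 3.28, which does not differ. For the site of miR395a in dcl1a/dcl1b-1.1, the log2 ratio of site reads was -0.20, from 5 and 4 reads, and the paper's Table S4 gives -2.83 and -2.77 for the 2 listed genes that hold it. Both sites are shared by several genes and the paper's values are per gene, so the measure here is wider than the paper's in that way. It is also narrower, since only reads that hold the whole site were counted. No alternative set before the data were examined applies to these ratios.

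The paper lists target genes with a p under 0.05 in each double mutant, and edgeR called 0 target sites changed in the 4 contrasts, while 10 had an unadjusted p under 0.05 in the 3 mutants against wild type and DESeq2 called 0. With reads of both strands, a setting chosen after seeing the data, 1 site was called, and it is the one of Glyma.07G048000, which the paper calls in all 3 mutants. Of the sites, 4 changed over 4-fold the same way in all 3 mutants with 0.5 reads added to each count, and 3 with counts of 0 at the floor of 3 reads, among them those of Glyma.07G048000 and Glyma.01G112600, in the direction the paper gives.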

Other observations

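In this part, the tests on Δ15 reads, on precursors, on the shared targets, on the split by 30-nt reads and on abundant miRNAs were chosen after the results were seen, and the ratio over reads of 20 to 24 nt and the permutation test were planned.

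No read with the Δ15 deletion was found in the libraries labelled dcl1a/dcl1b-2.1 and dcl1a/dcl1b-2.2, which the order of the paper's tables gives as Δ3/Δ15 plants. Too few reads are argued against, since 0 Δ15 reads among 22 has a one-sided exact binomial p of 2.38e-07 at equal expression of both alleles. A deletion of another form is argued against by 0 reads beside the site that match no listed allele. A swap with dcl1a/dcl1b-1.1 is argued against by 0 Δ15 reads in that library. Lower expression of the Δ15 allele cannot be told apart from its absence, since the upper 95% limit of its share is 15.4%. A candidate explanation is that these plants did not carry the allele, which would leave only Δ3 among the 22 reads, as seen. Of these reads, 2 and 4 in the 2 libraries fit both genes and were counted as dcl1b by their deletion. In that case the 3 double mutants may be plants of 1 genotype, and a comparison between the 2 dcl1b alleles could not rest on these libraries. The paper's supplement states that this double mutant was checked by PCR digest and was not sequenced.

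The total miRNA share in dcl1a line 1 was below both wild-type libraries in both replicates. Reads outside 20 to 24 nt are argued against as the whole cause, since the log2 ratio over reads of that length was -0.30. The split of libraries by their share of 30-nt reads is argued against as well, with ratios of -0.34 between the libraries of low share and -0.47 between those of high share. Chance stays open, since the exact permutation test gave p = 0.33, the smallest that 2 libraries against 2 allow. A few abundant miRNAs and a general reduction cannot be told apart, since the median over all tested miRNAs was -0.10, within the spread between replicates, and the 5 most abundant miRNAs hold 94.1% of the wild-type miRNA reads and 95.0% of the fall. A mild effect of this dcl1a allele on the miRNA level remains a hypothesis that these 4 libraries do not settle.

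Of 18 hairpin-forming miRNA sequences with enough RNA-Seq reads, 7 (38.9%) were lower in wild type than in all 3 double mutants in CPM. CPM here used the TMM factors, and 25% would be lowest in wild type by chance. Wild type was highest for 1 sequence. By reads alone, miR482a-3p, among the 7, was tied, with 4 in wild type and 4, 8 and 5 in the mutants. The exact two-sided binomial p was 0.178, so chance may account for the number, the more so as both arms of 1 precursor can be among the 18. Their median log2 fold change was 0.54, which was 0.05 without the library labelled dcl1a/dcl1b-2.2. edgeR called 1 of them and listed 3 at an unadjusted p under 0.05, all higher in the mutants, and DESeq2 called 0 and listed 3. Besides miR156c these were miR1535a, with 2 reads in wild type and 16, 34 and 45 in the mutants, and miR4416a, with 1 read and 20, 28 and 11, both named after their values were seen. The fold in dcl1a/dcl1b-1.1 was 8.53 for miR1535a (exact 95% counting interval 2.01 to 76.5) and 21.3 for miR4416a (3.41 to 884). miR1535a was also called without dcl1a/dcl1b-1.1 and with at least 30 reads required, but whether its reads come from a precursor is uncertain. miR1535a passed with exactly the 15 paired bases required and had 0 reads in the leaf small RNA libraries. miR1535b, the same sequence with 2 more nt, did not form a hairpin by the same rule (2, 15, 32 and 40 reads). miR4416a, with 17 paired bases, also had a level of 0 in every leaf library in Table S1, so its source is uncertain too. With at least 16 paired bases required, which leaves out miR1535a, 6 of 17 were lowest in wild type (exact two-sided binomial p = 0.398) and edgeR called 1. No hairpin of MIR319 or MIR159 was recovered (0 of each). The extension of a sequence follows the majority of reads, so loci with more reads are favoured.

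In the paper's Table S4, 10 of the 12 target genes with a p under 0.05 in all 3 double mutants are lower than in wild type, the opposite of the expected increase. Over the whole lists of each mutant the balance was closer, with 13 higher and 21 lower, 17 and 20, and 10 and 19. Every comparison uses the same wild-type library, and its part in this cannot be told apart from an effect of the mutations. Simulated unchanged mutants gave up to 4 target sites (the upper limit of 95% of simulations) that changed over 4-fold the same way in all 3, as many as were observed (with counts of 0 at a floor of 3 reads, 3 were observed and the simulated limit was again 4), but these are read-based sites changed in either direction, and the simulation does not speak to the direction of the 12 genes. Tissue composition cannot be told apart either, since 28 of the 101 sites were highest in wild type against 25.6 simulated, and the mutants lacked leaves.

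The target sheets of Table S4 hold 984, 976 and 980 lines, of which 34, 37 and 29 have a p under 0.05, where the paper's text gives 985, 977 and 981 targets with 35, 38 and 30. The longest small RNA reads in the leaf files are 34 nt, where the paper's text gives 35 nt.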
